# Identification of a Putative Enhancer RNA for EGFR in Hyper-Accessible Regions in Esophageal Squamous Cell Carcinoma Cells by Analysis of Chromatin Accessibility Landscapes

**DOI:** 10.3389/fonc.2021.724687

**Published:** 2021-10-15

**Authors:** Sangyong Choi, Adwait Sathe, Ewy Mathé, Chao Xing, Zui Pan

**Keywords:** esophageal cancer, ATAC-seq, AP-1, digital droplet PCR, tyrosine kinase inhibitor (TKI), non-coding RNA (ncRNA), enhancer RNA (eRNA), transcription factor binding

## Abstract

Abnormal genetic and epigenetic modifications play a key role in esophageal cancer. By Assay for Transposase-Accessible Chromatin by sequencing (ATAC-seq), this study compared chromatin accessibility landscapes among two esophageal squamous cell carcinoma (ESCC) cell lines, KYSE-30 and KYSE-150, and a non-cancerous esophageal epithelial cell line, HET-1A. Data showed that hyper-accessible regions in ESCC cells contained genes related with cancer hallmarks, such as epidermal growth factor receptor (EGFR). Multi-omics analysis and digital-droplet PCR results demonstrated that several non-coding RNAs in EGFR upstream were upregulated in ESCC cells. Among them, one appeared to act as an enhancer RNA responsible for EGFR overexpression. Further motif analysis and pharmacological data suggested that AP-1 family transcription factors were able to bind the hyper-accessible regions and thus to regulate cancer cell proliferation and migration. This study discovered a putative enhancer RNA for EGFR gene and the reliance of ESCC on AP-1 transcription factor.

## 1 Introduction

Esophageal cancer is among the most fatal cancers and presents two main sub-types, i.e., esophageal adenocarcinoma (EAC) and esophageal squamous cell carcinoma (ESCC). The development of ESCC is strongly influenced by genetic and environmental factors *via* epigenetic changes. Such epigenetic changes, including alterations in transcriptome and DNA methylome, have been revealed by genome-wide RNA transcripts and CpG site methylation tests (1–3). Also, a large proportion of ESCC-associated SNPs located at regulatory regions other than exon have been found to control target gene transcription (4). Despite these findings, a panoramic view of deregulated genetic and epigenetic networks in ESCC cells is missing, which is essential to dissect the molecular mechanisms contributing to cancer development and progression. One way to provide such comprehensive information of genetic and epigenetic networks in cancer cells is through chromatin landscape, especially through open chromatin regions with high DNA accessibility. A map of open chromatin is able to uncover all classes of cis-regulatory elements, such as active promoters, enhancers, and insulators. Moreover, given that transcription factors bind to DNA in a sequence-specific manner by removing or moving the nucleosomes to form open chromatin, mapping hyper-accessible regions in cancer cell genome provides information regarding onco-transcription and pioneering factors (5).

Owing to the advances of next-generation sequencing (NGS), chromatin landscape can be established by a few high-throughput approaches, such as MNase-seq, DNase-seq, FAIRE-seq, and ATAC-seq. ATAC-seq, Assay for Transposase-Accessible Chromatin using sequencing, is a recently developed powerful tool with several advantages (6). It employs the enzyme Tn5 transposase to bind to and cleave accessible DNA and simultaneously tags oligo adaptors at the beginning or end of the chromatin fragments. The pool of DNA fragments of 60–120 bp long generated from the nucleosome-free regions (NFR) or of ~150-bp increments generated from the nucleosome-containing chromatin (NCC) is collected and followed by NGS. The first advantage of ATAC-seq is that it can simultaneously recover most chromatin structures, from NFR to NCC containing one, two, or multiple nucleosomes. Therefore, ATAC-seq is able to show the more complex chromatin structures, such as nucleosome positioning and packing, and transcription factor occupancy. The second advantage of ATAC-seq is that the sample library preparation is easy and rapid. The whole process can be completed within a few hours compared with 1–2 days for other -seq approaches, such as FAIRE-Seq or DNase-Seq. Thirdly, the construction of ATAC-seq libraries requires only a few thousand cells and even single-cell ATAC-seq is possible. As such, ATAC-seq becomes attractive for high-throughput analysis with rare clinical samples or biological specimens.

Among many oncogenes and oncogenic pathways, the epidermal growth factor receptor (EGFR), and its signaling network, is one of the most important ones. As well as many ESCC cell lines, over 70% of patient tissues exhibited the overexpression and amplification of EGFR, which is also strongly associated with aggressive cancer features and poor prognosis (7, 8). Moreover, targeting EGFR using specific tyrosine kinase inhibitors (TKIs) or monoclonal antibodies has been suggested as a neoadjuvant therapeutic intervention along with surgery, radiation, and/or chemotherapy. However, TKIs or EGFR antibodies, such as gefitinib and cetuximab, respectively, have exhibited limited or no clinical benefits for ESCC patients (9, 10), implying the necessities of further understanding EGFR regulation in ESCC cells in order to develop improved or new strategies targeting EGFR as therapeutic measures for ESCC patients.

This study aims to generate an integrated transcriptional and epigenetic regulatory network of ESCC using ATAC-seq. Results were refined with pertinent publicly available ChIP-seq, CAGE/GRO/PRO-seq, and the Cancer Genome Atlas (TCGA) expression data. We then employed bioinformatic analyses to study the chromatin dysregulation of EGFR locus with an emphasis on searching for novel non-coding RNA (ncRNA) functioning as an enhancer RNA. Lastly, *via* DNA motif analysis, we identified that AP-1 is associated with open chromatin in ESCC cells. Further studies using pharmacological AP-1 inhibitor confirmed its association on subsequent EGFR overexpression, cell proliferation, and migration in ESCC cells.

## 2 Materials and Methods

### 2.1 Cell Cultures

HET-1A cells were cultured in the base medium for this cell line (BEBM) with all the additives as American Type Culture Collection (ATCC) recommends. KYSE-30 and KYSE-150 cells were grown in RPMI/F12 + 5% FBS + 1% antibiotic–antimycotic (Thermo Fisher Scientific) (11).

### 2.2 ATAC-seq

ATAC-seq libraries were prepared following published protocol (6). Cells were harvested for ATAC-seq by centrifugation and re-suspended in cold PBS. Fifty thousand cells were immediately lysed using cold lysis buffer, and isolated nuclei from the cells were incubated in the Tn5-mediated transposase reaction mix for 30 min at 37°C. Following purification, the fragmented DNA library from each cell line was barcoded by PCR using customized Illumina sequencing primers. Library complexities were validated by Bioanalyzer, and libraries were quantified by qRT-PCR. The normalized amounts of libraries from all cell replicates were combined and submitted to the Next-generation Sequencing Core at the University of Texas at Southwestern. Sequencing experiment was performed using 75x75 High-Output kits on NextSeq 550 system. Normalized ATAC-seq data have been deposited in the GEO database (GSE162380).

### 2.3 Bioinformatics Analysis

The quality trimmed (ea-utils/1.1.2-806) (12), duplicate marked (picard-tools v2.2.1) reads were mapped to hg19 human genome (bowtie2 v 2.3.3.1) (13), and blacklist regions were filtered (bedtools v 2.7.1) and Tn5 shifted. In this analysis, sub-nucleosomal, i.e., <100-bp, reads were used and peaks were called using MACS 2.1.0 with the following parameters: *q*-value = 0.05, –nomodel – shift -100 – extsize 200 with BED formatted input. The ATAC-seq counts were first normalized using the DiffBind default DESeq2 normalization method. Differential binding analysis was performed on a merged consensus set of open chromatin regions (OCRs) in all the samples using DiffBind4 package (14, 15). This was carried out for each pair among the three conditions KYSE-30, KYSE-150, and HET-1A. ATAC-seq open chromatin regions are defined by using the annotation tool, ChIP seeker (16). The standard definition is −3k/+3k bp from an annotated TSS for a promoter region. *z*-scores are defined as: (ATAC-Seq region normalized counts in sample of interest) − (Mean normalized counts across all samples)/standard deviation. The *z*-scores were calculated on a per-OCR basis across samples and represented in a heatmap using base R (http://www.R-project.org). Hierarchical clustering was carried out using Pearson correlation as a distance measure. Information of all differential OCRs in each cluster such as gene coordinates, annotation, gene symbols, and distance to transcription start site are included in **Table S3**. *De novo* and known motif over-representation analysis in the selected merged OCR sets was done using the findMotifsGenome.pl script in the HOMER collection (17). Web-based functional enrichment analysis tool, WebGestalt was used for generating functional enrichment terms for nearest-neighbor genes for peaks (18). The top 20 most significant categories per Subcluster were used for the enrichment categories from the following databases: GO (Biological Process) (19, 20), KEGG (21), Reactome (22), Wikipathways (cancer) (23), and Disgenet (24). Data from RNA-seq datasets of esophageal carcinoma patients (ESCA) and normal esophageal tissues were extracted from “The Cancer Genome Atlas (TCGA)” and “The Genotype-Tissue Expression (GTEx)” database using GEPIA2 (http://gepia2.cancer-pku.cn) (25). Transcript expression levels for specific genes in both the tumor and neighboring tissues from esophageal cancer patients on the TCGA and normal esophageal tissues on the GTEx were pulled out and visualized as boxplots. ChIP-Atlas (https://chip-atlas.org) was utilized to obtain ChIP-seq datasets: various ESCC cells for histones and digestive tract cells (DLD-1, HCT116, HT-29, and SW480) for RNA polymerase 2 (POL2) (26). FANTOM5 was a source of CAGE-seq data for esophageal cancer cell line EC-GI-10 (27) while HACER: Human ACtive Enhancer was used to download global and precision nuclear run-on sequencing (GRO-seq and PRO-seq, respectively) data from HCT116 (28).

### 2.4 Quantitative Reverse Transcription PCR

Each cell line was collected for RNA extraction using an Illustra RNAspin kit. One hundred nanograms of total RNAs was reverse-transcribed by Quantabio cDNA synthesis reagents, and the prepared cDNAs were diluted and used for real-time PCR (RT-PCR) using customized or PrimePCR Array primers (Bio-Rad, CA). Each customized primer set (**Table S1**) was validated to generate a specific PCR product using melting curve analysis. To calculate normalized expression, the cycle threshold values of ACTB gene were used.

To measure the expression of ncRNAs, we performed digital droplet PCR (ddPCR, Bio-Rad) that has superior sensitivity to detect low gene expressions in samples with specifically designed primer sets (**Table S1**). To deplete any genomic DNA contamination, we extracted RNAs from cells with DNase digestion during RNA isolation (GE Healthcare) and confirmed that the quality of RNAs is satisfied by 260/280 ratio evaluation. Also, we treated DNase (EZ-DNase) again on the RNAs right before synthesizing cDNAs according to the manufacturer’s protocol (Thermo Fisher Scientific, MA).

### 2.5 Cell Viability Assay

Cells were seeded in 96-well plates at 5,000 cells per well and transfected with each antisense LNA-GapmeR (**Table S1**) for 48 h or treated with various concentration of T-5224 (5-[4-(cyclopentyloxy)-2-hydroxybenzoyl]-2-[(2,3-dihydro-3-oxo-1,2-benzisoxazol-6-yl)methoxy]-benzenepropanoic acid). Cell viability was evaluated using MTT solution [3-(4, 5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium Bromide; Sigma-Aldrich] solution. For the assay, 20 µl of MTT solution (1 mg/ml) was added into each well containing 100 µl of media and cells, and the plate was placed in the incubator. After 3 h, all media, including MTT solution, were carefully removed, and 120 µl of DMSO (Macron Fine Chemicals, PA) was added to solubilize the purple precipitates. From each well, including the blanks, the absorbance at 570 nm was measured in a FlexStation 3 microtiter plate reader (Molecular Devices, CA). Relative cell number percentages were calculated by dividing the optical density of each group with the density of the control group, depending on experiments.

### 2.6 Western Blot

Whole cell proteins were extracted with RIPA lysis buffer (Thermo Fisher Scientific), and equal amounts of proteins were run in SDS-polyacrylamide gel, and the separated proteins were transferred to PVDF membranes. The blot was incubated with 5% nonfat dry milk blocking buffer (Bio-Rad) for 2 h and probed with specific antibodies for EGFR (Proteintech, IL) and α-Tubulin (Sigma-Aldrich) in 5% milk buffer overnight. After incubating the appropriate HRP-conjugated secondary antibodies (GE Healthcare, NJ), protein expressions were visualized using ECL detection methods (GE Healthcare) on ChemiDoc (Bio-Rad).

### 2.7 Scratch Wound Assay

Cells were seeded at a density of 2 × 10^5^/well in 12-well plates for 24 h, followed by being incubated in serum-free culture medium for another 12 h. A wound was then introduced by scraping a pipette tip across the monolayer and washed three times with PBS. Images of the scratch-treated cells were collected on microscope equipped with a 37°C and 5% cell incubator chamber.

### 2.8 Statistical Analysis

Results are presented as means ± SD unless otherwise indicated. Statistical analyses (*t*-test or one-way ANOVA followed by Tukey’s multiple comparison test) were performed using Prism 7 (GraphPad software, CA).

## 3 Results

### 3.1 ATAC-seq Revealed Distinct Chromatin Landscapes in Non-Cancerous Esophageal Epithelial Cells and ESCC Cells

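ATAC-seq cuts accessible DNA with the Tn5 transposase, so that sites of open chromatin collect more sequenced fragments than their surroundings. The data analysed here are the peak lists of 6 libraries, with 2 libraries each for HET-1A (libraries 1 and 2), KYSE-150 (libraries 7 and 8) and KYSE-30 (libraries 4 and 6), named by the library numbers in the sample labels. The authors mapped the reads to hg19 with bowtie2, removed blacklisted regions, shifted the reads for the Tn5 cut, kept fragments under 100 bp and called peaks with MACS2 at a q-value of 0.05. They called peaks in each library separately, without pooling replicates and without a control library. For each peak the lists give its position, a score, a fold enrichment over the local background of the same library, and −log10 p- and q-values, all of which are the authors' values and describe a peak within its own list only.
The lists hold 168 and 15979 peaks in HET-1A libraries 1 and 2, 547 and 259 peaks in KYSE-150 libraries 7 and 8, and 1255 and 11671 peaks in KYSE-30 libraries 4 and 6. With 2 libraries per line an exact two-sided permutation test between lines cannot give a p-value under 0.33, so values are given per library and no test between lines was run. Read totals are not part of the lists. The fold enrichment and p-value of a peak fix the number of tags at its summit and the local background that MACS2 set against it, the larger of the genome background and the mean over 10 kb around the peak. Both were recovered for at least 99.6% of the peaks of each library. The smallest local background of a library is its genome background, which was 1.88 and 3.34 tags per 200 bp in HET-1A libraries 1 and 2, 2.80 and 2.64 in KYSE-150 libraries 7 and 8, and 2.36 and 1.49 in KYSE-30 libraries 4 and 6. KYSE-30 library 6, with the second largest number of peaks, thus had the lowest background. The local background of a peak divided by the genome background of its library is called the relative background.
The peaks of all libraries were merged into 23972 regions, where sharing 1 bp was enough. A region was counted as specific to a line when both of its libraries and no library of another line had a peak there. The read counts behind the authors' DiffBind comparison of the lines are not used here, so regions rest on the presence of called peaks and not on differential read counts. Peaks were annotated with GENCODE 44 on hg19, with a promoter reaching 3 kb to each side of a transcription start site, as in the authors' methods.

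**Figure D1:**
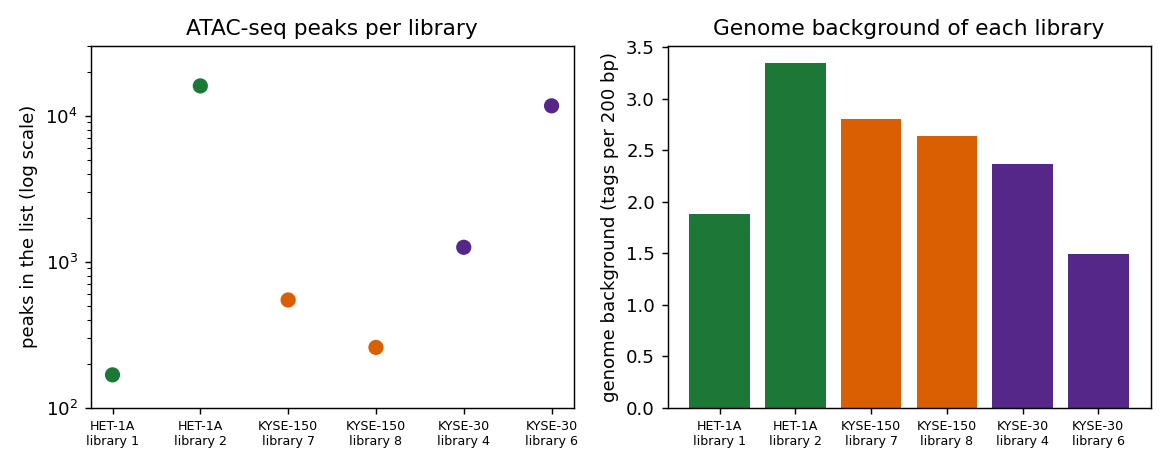
Number of ATAC-seq peaks in the list of each library (left, log scale) and genome background in tags per 200 bp (right), coloured by cell line, 1 point or bar per library. HET-1A ranges from 168 to 15979 peaks and KYSE-30 from 1255 to 11671 peaks, and KYSE-30 library 6 has the lowest bar at 1.49 tags per 200 bp.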

To explore the characteristic changes in chromatin accessibility in ESCC, we performed ATAC-seq in two human ESCC cell lines, i.e., KYSE-30 and KYSE-150, and human non-tumorigenic esophageal epithelial cell line HET-1A. KYSE-150 is a poorly differentiated ESCC cell line with a fast proliferation rate, poor migration, invasion property, and amplified oncogene expression, such as *EGFR* (eightfold) and *CCND1* (fourfold). KYSE-30 cell line presents aggressive metastasis property with a 12-fold upregulated expression of EGFR (7, 29). HET-1A is widely used in esophageal cancer research as a reference non-tumorigenic cell line. It is derived from normal human esophageal cell with regular epithelial morphology and presents growth inhibition and differentiation under serum-supplemented media (30).

The qualities of ATAC-seq libraries were confirmed with Bioanalyzer analysis. Laddering pattern of DNA fragments ranging from small to large represents NFR and NCC nucleosomes (**Figures S1A, B**). As expected, ATAC-seq peaks from replicates were well correlated showing a high degree of concordance, and the open chromatin structure of HET-1A cells was disparate from that of the two ESCC cell lines (**Figure S1C**). 

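In the peak lists, replicates were compared by the share of the shorter list whose peaks overlap a peak of the other list by at least 1 bp. This share was 28.0% of the 168 peaks of HET-1A library 1 (Wilson 95% interval 21.7 to 35.2%), 23.6% of the 259 peaks of KYSE-150 library 8 (18.8 to 29.1%) and 56.0% of the 1255 peaks of KYSE-30 library 4 (53.3 to 58.7%). The intervals cover counting error only. Overlaps with another line were of similar size. HET-1A library 2, the longest list, held 33.6% of the peaks of KYSE-150 library 8 (28.1 to 39.5%), more than KYSE-150 library 7 did, and 49.6% of the peaks of KYSE-30 library 4 (46.8 to 52.3%). For HET-1A library 1, the largest overlap with a library of another line was 17.9% (12.8 to 24.3%), with KYSE-150 library 8. The largest lists of the different lines, HET-1A library 2 and KYSE-30 library 6, shared 28.6% of the peaks of the former and 39.1% of the peaks of the latter. A total of 15 regions had a peak in all 6 libraries.
These shares depend on the length of the lists. With the 168 peaks of smallest p-value taken from each library, the replicates shared 5.36% in HET-1A and 18.5% in KYSE-30, and KYSE-30 library 4 shared an equal 18.5% with each KYSE-150 library. HET-1A library 1 shared more with KYSE-150 libraries 7 and 8 (16.1% and 17.3%) and KYSE-30 library 4 (11.9%) than with its replicate. The KYSE-150 replicates then shared 27.4% of the peaks of library 7 and 26.8% of those of library 8, more than any library shared with another line. In the full lists, the gene nearest to the most peaks was CDC27P1 in HET-1A library 1 and KYSE-150 libraries 7 and 8, with 4, 7 and 7 peaks. It had 5 in KYSE-30 library 4. How much of the overlap between the short lists lies at such recurrent sites was not counted. Presence of a called peak is a different measure from a correlation such as that of Figure S1C. The paper does not state which values that figure correlates.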

For each sample, for further analysis, the DNA fragments were divided as NFR (sub-nucleosomal, <100 bp) and as NCC (>100 bp). The resultant NFR overlapping peaks consistent between replicates for the same cell line were further filtered for all peaks, which were consistently and significantly different (FDR < 0.05) between at least two cell lines. These were identified as differentially accessible DNA loci of ATAC-seq peaks in each cell line and hierarchically clustered resulting in their open or closed chromatin patterns (**Figures 1A, B**). Such a heatmap of cluster level aggregated accessibility patterns allowed for better representation of the chromatin changes in the samples. Each row in the heatmap corresponds to a differentially accessible location, and the colors represent the relative accessibility in the same. 

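Both libraries of KYSE-30 had a peak in 697 of the merged regions, and 174 of these had no peak in any library of HET-1A or KYSE-150. When a peak in either library of KYSE-30 was enough, the number rose to 7468, of which 422 regions had a peak in library 4 alone and 6872 in library 6 alone. The count also rests on the longest list of another line, since without HET-1A library 2 the number was 631. The 174 regions were spread over the genome, and the 1-Mb window that held the most of them lay on chromosome 7 from 55000001 to 56000000 with 5 regions. By mean fold enrichment over both libraries, the leading region lay on chromosome 18 from 14132374 to 14132734 at the promoter of ZNF519, with a fold enrichment of 6.57 in library 4 and 12.4 in library 6. The next was on chromosome 3 from 158288751 to 158289197 at the promoter of MLF1-DT (6.35 and 11.7), followed by a region on chromosome 7 from 13959664 to 13960280 in an intron of ETV1 (5.21 and 12.8). None of these 3 regions contained the sequence TGA(C/G)TCA.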

Subcluster 1 contains the most numbers of peaks (*n* = 3445 regions), and these are specifically accessible in KYSE-30 cells, suggesting that this aggressively tumorigenic cancer cell line presents more accessible chromatin structure than the other two cell lines. Subcluster 4 includes the differentially accessible regions (*n* = 363 regions) that are prominently found in KYSE-150 cells. On the other hand, subcluster 3 represents loci that are opened in the non-cancerous cell line and closed in both the cancer cell lines (*n* = 1,921 regions).

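For KYSE-150, 62 merged regions had a peak in both libraries, and 11 of them had none in HET-1A or KYSE-30. A peak in either library of KYSE-150 alone was found in 382 regions, 228 of them in library 7 alone and 143 in library 8 alone. The leading region by mean fold enrichment, on chromosome 1 from 148009071 to 148010131, overlapped an exon and had a fold enrichment of 7.35 in library 7 and 7.78 in library 8. The other regions that led the list lay on chromosome 9 from 75455866 to 75456496 (5.67 and 6.27) and on chromosome 2 from 243153706 to 243154018 (4.47 and 6.33). With 547 and 259 called peaks, these libraries limit the number of regions that can be found in both.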

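In HET-1A, 46 merged regions had a peak in both libraries and 15 of these had none in KYSE-30 or KYSE-150. HET-1A library 1 sets this number, since its list holds 168 peaks. Without it, 11191 regions had a peak in HET-1A library 2 and in no library of another line, and without library 2 the number was 133. The leading regions by mean fold enrichment lay on chromosome 3 from 111274106 to 111275001 in an intron of CD96 (7.88 in library 1 and 5.30 in library 2), on chromosome 1 from 143167942 to 143168385 (6.51 and 3.64), and on chromosome 20 from 52359379 to 52359741 (6.30 and 3.72). Counted over both libraries of each line, KYSE-30 had the most line-specific regions. Counted over either library, HET-1A had more, 11306 against 7468, so the order of the lines differs between these counts. From the clustering of read counts, in which the regions accessible in KYSE-30 form the largest group, the paper proposes that this tumorigenic line has a more accessible chromatin structure than the other lines.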

**Figure 1:**
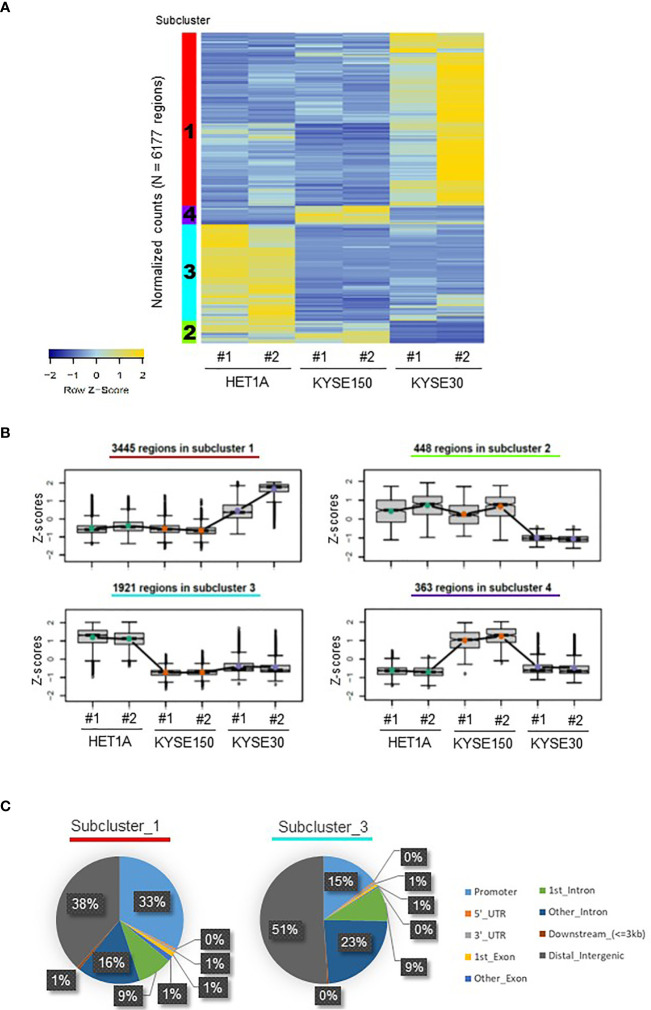
Distribution of ATAC-seq peaks in HET-1A, KYSE-150, and KYSE-30 cells. **(A)** A heatmap of differentially accessible chromatin regions in each sample, hierarchically clustered into four subclusters of hyper- or hypo-accessible regions among cell lines. The subcluster numbers are shown in the left color-coded columns. **(B)** Different trends of chromatin accessibility in total 6,177 regions among cell lines. The number of annotated regions in each subcluster is provided. **(C)** ATAC-seq peaks in subclusters 1 and 3 were differently distributed in the regulatory and non-regulatory genomic regions. Decimal numbers were omitted.

Next, we identified the locations of the differentially accessible peaks and the subclusters representing the distinct chromatin patterns (**Figures 1C** and **S1D**). Subclusters 1 and 4 containing groups of gene loci hyper-accessible in ESCC cells displayed locations in distal intergenic (38% and 34%, respectively) and promoter regions (33% for both). However, in subcluster 3, comprising a group of gene loci hyper-accessible only in HET-1A cells, the majority of accessible locations were found in istal intergenic (51%) and intronic regions (9% + 23% = 32%). 

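Of the 174 regions specific to KYSE-30 by called peaks, 62.6% lay in promoters (Wilson 95% interval 55.3 to 69.5%) and 15.5% were distal intergenic (10.9 to 21.6%). Of the 11 regions specific to KYSE-150, 3 lay in promoters (27.3%, 9.75 to 56.6%) and 6 were distal intergenic (54.5%, 28.0 to 78.7%). Regions are not replicates, and the intervals cover counting error only. With a peak in either library of the line, the promoter share of KYSE-30 was 45.1%. In single libraries, promoters took 63.7% of all peaks in KYSE-30 library 4, 55.1% in KYSE-30 library 6, 64.5% in KYSE-150 library 7 and 47.5% in KYSE-150 library 8, while 15.2%, 17.5%, 17.0% and 22.8% were distal intergenic in the same order.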

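Among the 15 regions specific to HET-1A by called peaks, 3 were distal intergenic (20%, Wilson 95% interval 7.05 to 45.2%) and 7 were in introns (46.7%, 24.8 to 69.9%). The distal intergenic share was 29.8% of all peaks in HET-1A library 1 and 18.1% in HET-1A library 2, and the intron share was 37.5% and 24.6%. The difference in distal intergenic peaks between these replicates was larger than that between HET-1A library 2 and either KYSE-30 library.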

Compared with subcluster 1, subcluster 3 particularly showed increased percentage of peaks in the second or more downstream intron regions and the decreased percentage of peaks in promoter. 

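Promoters held 3 of the 15 regions specific to HET-1A (20%, Wilson 95% interval 7.05 to 45.2%), a share below the interval of the KYSE-30 regions. The share stayed lower in the HET-1A regions than in the KYSE-30 regions when any single library was left out. It was 46.0% and 62.6% without HET-1A library 1, and 27.8% (of 18 regions) and 45.4% without KYSE-30 library 4. These pairs are unlike sets, since the line with a library left out needs a peak in 1 library and the other line in both. The shares that rest on 1 library, 46.0% for HET-1A library 2 and 45.4% for KYSE-30 library 6, were close. The share was also not lower in HET-1A when a peak in either library of a line was enough, with 45.8% in HET-1A and 45.1% in KYSE-30. Introns other than the first held 2 of the 15 HET-1A regions (13.3%, 3.74 to 37.9%) and 16 of the 174 KYSE-30 regions (9.20%, 5.74 to 14.4%), which was not a detectable difference at these numbers. Over all peaks of a library, introns other than the first took 16.1% in HET-1A library 1, 11.8% in HET-1A library 2, 8.45% in KYSE-30 library 4 and 11.8% in KYSE-30 library 6. Promoters took 26.8% of the peaks of HET-1A library 1 and 53.1% of those of HET-1A library 2.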

The different ATAC-seq peak distributions suggested that ESCC and non-cancer cells have very different chromatin structures. Both KYSE-30 and KYSE-150 cells have loose (open) chromatin in the promoter regions of various genes, which may support accessibility to transcription machinery and hence active transcription important for vigorous proliferation and metastasis, whereas non-cancer cells have a limited number of open promoter regions but relatively high portion of hyper-accessible introns and distal intergenic regions consistent with the need of tight regulation of gene expression.

### 3.2 Functional Enrichment Analysis of Hyper-Accessible Regions in KYSE-30 Cells or in HET-1A Cells

To compare the chromatin structures of non-tumorigenic HET-1A cells and cancer cells with aggressively tumorigenic and metastatic nature, we focused on analyzing subclusters 1 and 3, which contain the majority of differentially accessible ATAC-seq peaks (**Figures 2** and **S2**). 

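In the window of Figure 2A on chromosome 7 of hg19, the lists hold 52 peaks in KYSE-30 library 4 and 56 in KYSE-30 library 6. There were 0 and 15 peaks in HET-1A libraries 1 and 2 and 1 peak in each KYSE-150 library. As a share of all peaks of the library, this was 4.14% (Wilson 95% interval 3.17 to 5.39%) and 0.480% (0.370 to 0.623%) in KYSE-30 libraries 4 and 6, against 0.0939% (0.0569 to 0.155%) in HET-1A library 2, while the window makes up 0.138% of the genome length. Both KYSE-30 values were higher than that of HET-1A library 2, but only that of library 4 was above the intervals of the other 3 libraries, which were 0 to 2.24% in HET-1A library 1, 0.0323 to 1.03% in KYSE-150 library 7 and 0.0682 to 2.15% in KYSE-150 library 8. The shares of the 2 KYSE-30 libraries differed beyond their intervals, and with an equal 168 peaks per library they were 8.93% and 9.52%. Among 1-Mb windows of KYSE-30, averaged over both libraries, the 4 with the largest share of peaks adjoined each other on chromosome 7 from 53000001 to 57000000. Library 4 carries this mean, since these windows ranked 3, 3, 2 and 1 in library 4, in order along the chromosome, and 830, 465, 1 and 184 in library 6.
The local background of these peaks was raised as well. Its median in the window was 7.27 times the genome background in KYSE-30 library 4 and 10.2 times in KYSE-30 library 6, against 1.00 in HET-1A library 2. The 1-Mb windows with a raised background in KYSE-30 adjoined each other from 52000001 to 57000000, a stretch that includes VSTM2A, SEC61G, LANCL2 and VOPP1 beside EGFR. The stretch and these 4 neighbouring genes were chosen after their values were seen.

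**Figure D2:**
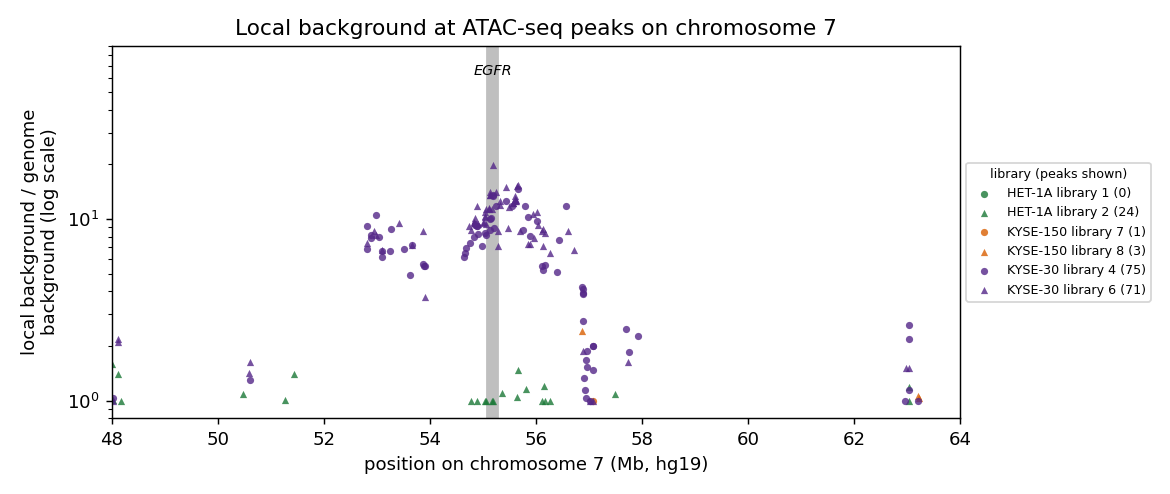
Relative background (local divided by genome background, log scale) at each ATAC-seq peak on chromosome 7 from 48 to 64 Mb, 1 symbol per peak, coloured by cell line, with EGFR shaded. In the window of Figure 2A, the peaks of KYSE-30 libraries 4 and 6 reach up to 14.7 and 20.0 times the genome background, while those of HET-1A library 2 reach at most 1.48 times.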

KYSE-30 cells presented much more ATAC-seq peaks, for instance, on chromosome 7, indicating that these regions are hyper-accessible in this metastatic cell line (**Figure 2A**). We annotated the peaks in the subclusters to the nearest genes and performed gene enrichment analysis using the WebGestalt tool (18) with enrichment categories from the databases GO (Biological Process) (19, 20), KEGG (21), Reactome (22), Wikipathways (cancer) (23), and Disgenet (24) (**Figures 2B**, **S2B** and **Table S4**). 

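Table S4 lists 67 genes for the GO term epithelial cell proliferation in subcluster 1, and all of them were found in the annotation. A peak was assigned to the gene with the nearest transcription start site. In this way 11 of the 67 genes (16.4%) had at least 1 peak in KYSE-30 library 4 and 48 (71.6%) in KYSE-30 library 6. HET-1A library 2 had a peak at 30 of them (44.8%), and HET-1A library 1 and both KYSE-150 libraries had none. For comparison, 3.55% of all protein-coding genes had a peak in KYSE-30 library 4, 26.7% in KYSE-30 library 6 and 34.0% in HET-1A library 2. The 67 genes were chosen by the authors from these same libraries because regions near them were more accessible in KYSE-30, so their higher share in KYSE-30 is not independent evidence and was not tested.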

In subcluster 1, the two most significantly enriched GO terms were “epithelial cell proliferation” and “morphogenesis of an epithelium”, which are consistent with KYSE-30 cells presenting fast proliferation and squamous epithelial morphogenesis.

**Figure 2:**
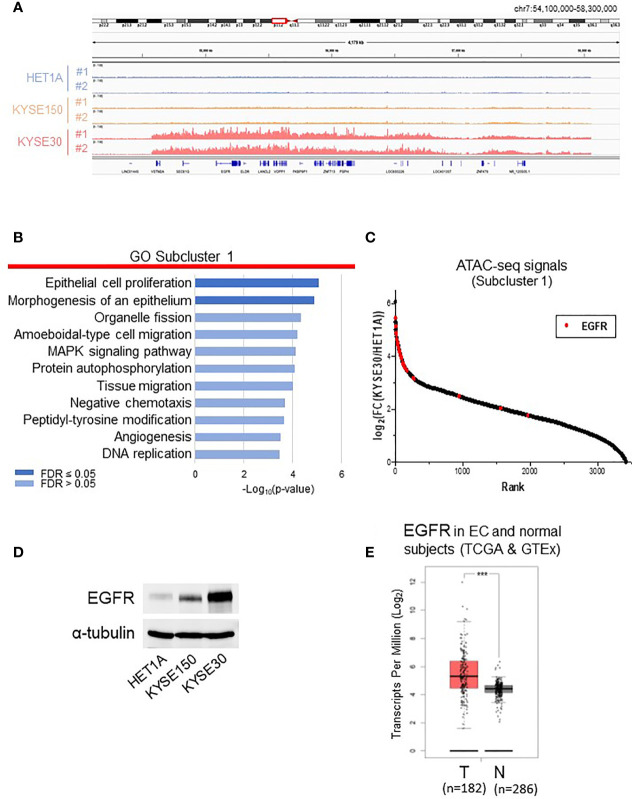
Analyses of subcluster 1 that includes highly accessible chromatin regions in KYSE-30 cells. **(A)** Exemplary ATAC-seq peaks on chromosome 7 showed that these regions are hyper-accessible in KYSE-30 cells. **(B)** Differentially accessible regions in subcluster 1 were associated to the nearest genes, and functional enrichment analysis of this gene set shows various cell signaling pathways associated with cancer. **(C)** In subcluster 1 ATAC-seq peak set (*n* = 3445 peaks), the fold changes of peak frequencies in KYSE-30 versus HET-1A cells were calculated and ranked. The highest number of differential ATAC-seq peaks were found near the EGFR gene, and most of these peaks (28/31) were ranked within the top 10%. Red marks indicate the fold change of each EGFR-associated ATAC-seq peak (*n* = 31). **(D)** Representative Western blot showed that EGFR expression was upregulated in KYSE-150 and KYSE-30 cells. **(E)** EGFR gene had higher expression in tumors (T) than in neighboring tissues of esophageal cancer patients (TCGA data) or normal esophagus (GTEx data) (N). T = 182, N = 286; Log2FC >0.5; ***p-value < 0.001.

Then, in subcluster 1, the fold change of each peak frequency in KYSE-30 versus HET-1A cells was calculated and ranked (**Figure 2C** and **Table S2**). 

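EGFR (ENSG00000146648) lies on the forward strand of chromosome 7 from 55086710 to 55279321 of hg19. When each peak is assigned to the nearest transcription start site, EGFR received 7 peaks in KYSE-30 library 4 and 10 in KYSE-30 library 6, 3 in HET-1A library 2 and 0 in HET-1A library 1 and in both KYSE-150 libraries. In KYSE-30 library 6 no other gene received as many, and in KYSE-30 library 4 it shared the first place with the gene ENSG00000279072. In HET-1A library 2, EGFR ranked 306 by the number of peaks. Of the 174 regions specific to KYSE-30, 2 were nearest to EGFR, as many as to P3H2 and to SEC61G. The relative background in the region around EGFR was between 7.14 and 20.0 in the KYSE-30 libraries and 1.00 in HET-1A library 2.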

Interestingly, we found that EGFR gene locus has the greatest number of differential ATAC-seq peaks and that majority of EGFR-associated peaks show high abundance in KYSE-30 cells compared to the HET-1A cells. This chromatin landscape in EGFR locus is consistent with massive expression of EGFR protein in KYSE-30 cells compared to HET-1A and KYSE-150 cells (**Figure 2D**). RNA-seq data from TCGA database confirmed that EGFR expression is indeed significantly higher in tumors than that in adjacent non-tumor tissues in esophageal cancer patients (**Figure 2E**). As such, we postulated that overexpression of EGFR observed in human esophageal cancer cells or tumor tissues is due to hyper-accessibility of chromatin structure near EGFR gene locus in cancer cells.

### 3.3 ATAC-seq Peaks Revealed Non-Coding RNAs Near EGFR Gene Locus

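In the window of Figure S3 around EGFR on chromosome 7, the lists hold 16 peaks in KYSE-30 library 4, 24 in KYSE-30 library 6, 5 in HET-1A library 2 and 0 in the other 3 libraries. Upstream of the EGFR transcription start site there were 9 peaks in KYSE-30 library 4, 12 in KYSE-30 library 6 and 3 in HET-1A library 2. The upstream peak with the highest fold enrichment in KYSE-30 library 6 lay from 54826802 to 54827560 and covered the start site of SEC61G-DT, with a fold enrichment of 7.15. The upstream peak closest to the start site ended 22714 bp before it in KYSE-30 library 6, 33045 bp in KYSE-30 library 4 and 33325 bp in HET-1A library 2. Each of the 3 upstream peaks of HET-1A library 2 was also a peak in both KYSE-30 libraries. Over this window the relative background was 7.15 to 13.6 in KYSE-30 library 4 and 7.14 to 20.0 in KYSE-30 library 6. Against a higher background, a smaller fold enrichment reaches the same p-value. The median fold enrichment of the peaks there was 2.54 and 4.45, against 4.29 and 5.47 over all peaks of libraries 4 and 6. A raised background can therefore bring weaker peaks into the lists.

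**Figure D3:**
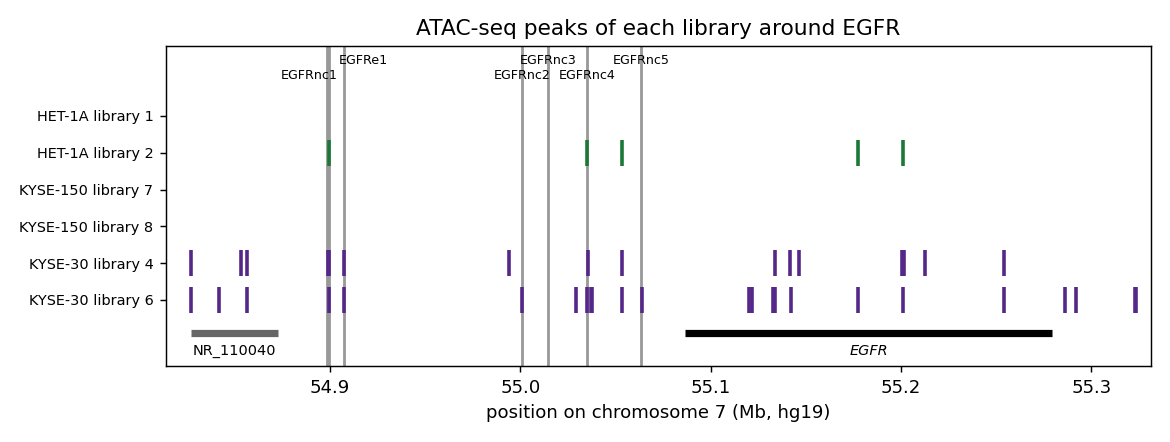
ATAC-seq peaks of each library (vertical marks, coloured by cell line) along the window of Figure S3 on chromosome 7 of hg19, with EGFR and the most frequent transcript of NR_110040 as bars and the 6 regions of Table S3 in grey. Marks are present in KYSE-30 libraries 4 (16) and 6 (24) and in HET-1A library 2 (5), and absent in the other libraries.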

We then examined ATAC-seq peaks in subcluster 1 located in the upstream of EGFR locus in KYSE-30 cells with higher resolution (**Figure 3A**). Compared with datasets from CAGE and ChIP-seq for H3K27ac in ESCC cells (26, 27), we found that the hyper-accessible regions in KYSE-30 cells found in our ATAC-seq data overlap well with regions identified by these datasets, suggesting the possible existence of active enhancers in those regions in ESCC. In addition, we investigated transcriptionally active ncRNAs by referring to the ChIP-seq of RNAP II, GRO-seq, and PRO-seq near EGFR locus (26, 28) and found that these estimated-RNAP II-driven ncRNAs in the EGFR upstream region are well-overlapped with our ATAC-seq data (**Figure S3A**). 

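Table S3 gives coordinates for 6 regions upstream of EGFR, and a peak was assigned to a region when it shared at least 1 bp with it. EGFRnc1 (54898675 to 54899857 on chromosome 7) had peaks in both KYSE-30 libraries, with a fold enrichment of 2.88 for the stronger of its 2 peaks in library 4 and of 6.60 in library 6. EGFRe1 (54907210 to 54907745) had a peak from 54907351 to 54907550 in KYSE-30 library 4 with a q-value of 3.11e-05 and from 54907372 to 54907618 in KYSE-30 library 6 with a q-value of 1.43e-08. These were mid-ranking peaks by q-value, since 41.4% and 38.0% of the peaks of the respective library had a smaller one. Their fold enrichment was 2.51 and 3.15, below the medians of 4.29 and 5.47 over all peaks of libraries 4 and 6. EGFRnc2 (55000785 to 55001263) and EGFRnc5 (55063265 to 55064038) had a peak in KYSE-30 library 6 only, with a fold enrichment of 4.80 and 4.09. EGFRnc4 (55035004 to 55035616) had a fold enrichment of 3.13 in KYSE-30 library 4 and 5.72 in library 6. EGFRnc3 (55014433 to 55014958) had no called peak in any of the 6 libraries.
HET-1A library 2 also had a peak in EGFRnc1 (fold enrichment 3.91) and in EGFRnc4 (6.91). HET-1A library 1 and the KYSE-150 libraries had none in any of the regions. EGFRe1 was thus a region with peaks in both KYSE-30 libraries and in no library of another line. At the EGFRe1 peaks the relative background was 8.32 in KYSE-30 library 4 and 9.36 in KYSE-30 library 6. Whether peaks of this fold enrichment would be called without the raised background was not tested. The lack of a peak in the other lines therefore need not be a difference in chromatin. By the annotation, 5 of the regions were distal intergenic, and EGFRnc2 lay 129 bp from the start of a processed pseudogene (ENSG00000218586).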

Since RNAP II-binding regions in intergenic areas may represent the transcription of ncRNAs (31), we named these estimated ncRNAs as EGFRnc1-5 and EGFRe1. 

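NR_110040 corresponds to SEC61G-DT, which starts at 54827006 on the forward strand of chromosome 7. Its most frequent transcript end in the annotation lies at 54872662 and its farthest at 54880420. From 54872662, EGFRnc1 started 26.0 kb downstream and ended 27.2 kb downstream, and EGFRe1 started 34.5 kb downstream and ended 35.1 kb downstream. The primers for EGFRe1 in Table S1, CTGCATCTGCACTTGGCTTG and AGGTCACTTCAAAGGCCCTG, match the genome at 54907402 and 54907534 and enclose 152 bp of intergenic sequence, which starts at −179308 bp from the EGFR start site: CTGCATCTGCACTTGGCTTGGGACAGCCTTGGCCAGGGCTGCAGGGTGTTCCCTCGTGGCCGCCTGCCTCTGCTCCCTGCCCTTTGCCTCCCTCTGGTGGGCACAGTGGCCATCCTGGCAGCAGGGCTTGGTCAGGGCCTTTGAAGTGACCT. This stretch overlaps the EGFRe1 peak of each KYSE-30 library and no peak of the other lines. The antisense LNA GapmeR AS-EGFRe1 (GGGAACCAAATTAGAT) matches the reverse strand from 54907256 to 54907271, within the EGFRe1 region and outside its called peaks. The primers of EGFRnc1 enclose 54898801 to 54898950, which overlaps a peak in KYSE-30 library 6 only.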

The EGFRnc1 and EGFRe1 are located at 27.0 kb and 34.5 kb downstream from NR_110040, respectively. Interestingly, both regions were detected as ATAC-seq peaks in tumor tissues removed from esophageal cancer patients (**Figure S3B**; ATAC-seq dataset of TCGA esophageal cancer patient samples was obtained from https://atacseq.xenahubs.net) (32).

**Figure 3:**
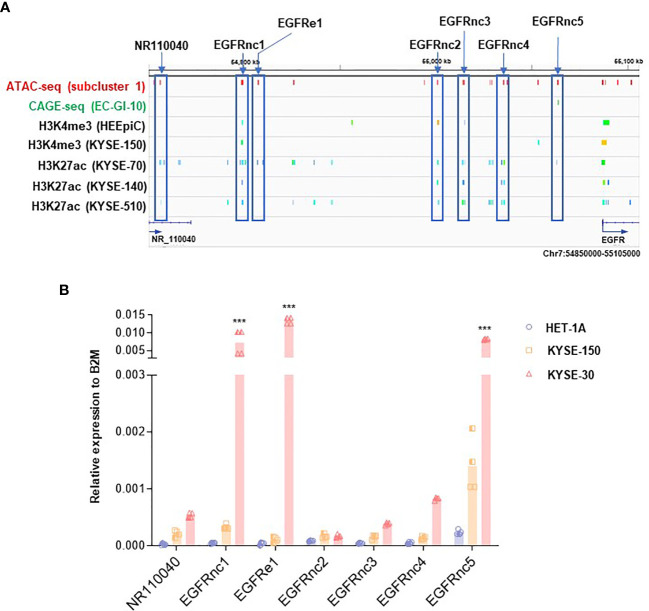
Identification of non-coding RNAs (ncRNAs) near EGFR upregulated in KYSE-30 cells. **(A)** Multi-omics analysis approach revealed non-coding RNAs upstream of EGFR that are overlapped with both hyper-accessible regions in KYSE-30 cells (ATAC-seq peaks) and potential enhancer regions in other ESCC cells (CAGE-seq or H3K27ac peaks). Various colors in each ChIP-seq row indicate different peaks that are generated from one sequencing result. Blue boxes highlight the non-coding RNAs tested in this study. **(B)** Expressions of ncRNAs in HET-1A, KYSE-150, and KYSE-30 cells were measured by digital droplet PCR, and their copy numbers relative to the copy numbers of B2M, a commonly used housekeeping gene, are shown. Two technical replicates from two biological replicates are displayed. ***p-value < 0.001 compared to each gene in HET-1A cells.

To evaluate if these EGFR-upstream regions indeed generate ncRNAs, we synthesized cDNAs from RNAs with double-DNase treatments from each cell line and performed ddPCR known to be capable of detecting very low expressed genes (33). EGFRnc1-5 and EGFRe1 expression levels from all three cell lines were higher than the level of the validated transcript ”NR110040” of HET-1A cells, which indicates that EGFRnc1-5 and EGFRe1 are indeed transcribed into ncRNAs (**Figure 3B**). Interestingly, all determined ncRNAs showed trends of increase in ESCC cells compared with those in HET-1A cells, which is in accordance with the higher expression of EGFR in ESCC cells. Among these ncRNAs, EGFRnc2 expression was the lowest and EGFRe1 and EGFRnc5 were the two most abundant in KYSE-30 cells compared to those in HET-1A cells, with over 300- and 30-fold increase, respectively (**Figure S3B**).

### 3.4 EGFRe1, a Putative Enhancer RNA for EGFR Gene, Regulated Cell Proliferation and Migration in ESCC Cells

Enhancer-derived ncRNA (eRNA) is known both to positively correlate with mRNA expression of nearby genes and to contribute to the mRNA transcription (34). To determine whether EGFRe1 and EGFRnc5 are eRNAs regulating EGFR gene expression, we knocked down their gene expression using specifically designed locked nucleic acid antisense oligonucleotides (LNA-ASs) and examined EGFR mRNA expression (**Figures 4A** and **S4**). The reduced level of NR110040 and EGFRnc5 transcripts did not affect EGFR mRNA expression in both KYSE-150 and -30 cells. However, EGFRe1 knockdown in both cancer cell lines significantly downregulated EGFR mRNA expression, compared to control LNA-AS transfected cells. Corresponding to its mRNA expression, EGFR protein expression was also decreased by EGFRe1 knockdown in both ESCC cell lines (**Figure 4B**).

**Figure 4:**
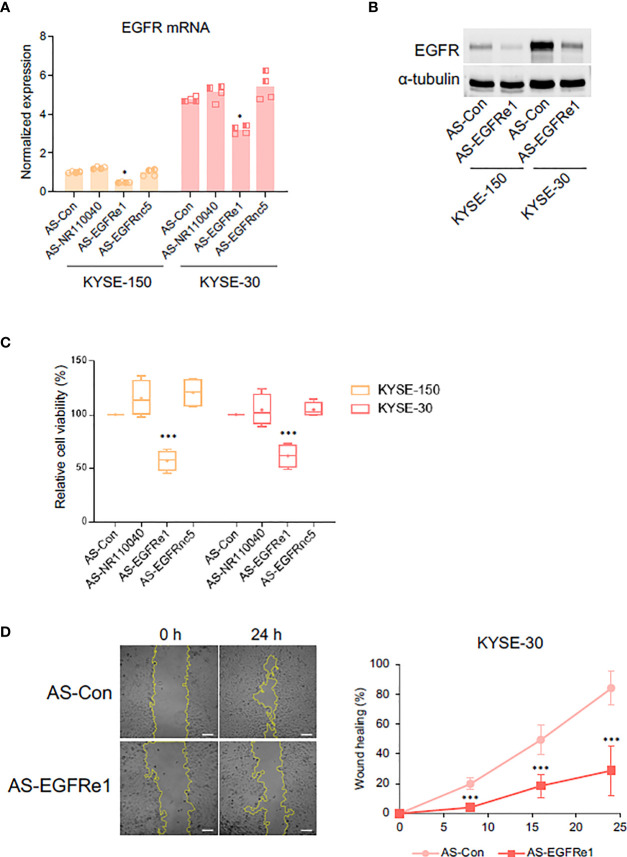
Impact of EGFRe1, a putative enhancer RNA for EGFR, on cell proliferation and migration of KYSE-30 cells. **(A)** EGFR mRNA expression was examined in cells transfected with each LNA-AS targeting control or ncRNAs. Normalized expression was obtained from comparing relative expression (EGFR/Actb) in each group to that in the KYSE-150 control group. Two technical replicates from two biological replicates were displayed. *p-value < 0.05 compared to group of control LNA-AS transfection (AS-Con). **(B)** Representative Western blot showed that suppressing EGFRe1 reduced EGFR expression in both KYSE-150 and KYSE-30 cells. **(C)** Cell viability rate in each LNA-AS-transfected group was compared to the AS-Con group in each cell line. The AS-Con group was used as 100%. Box-and-whisker plots were drawn with four biological replicates, and a plus sign in each box represents the mean value. ***p-value < 0.001 compared to AS-Con in each cell line. **(D)** Wound healing rates in AS-Con and AS-EGFRe1 transfected KYSE-30 cells were plotted in the indicated post-wound-time points (right). Representative phase contrast images at 0 h and 24 h are displayed (left). ***p-value < 0.001 compared to AS-Con in each time point.

Next, we tested whether EGFRe1 knockdown has any impact on ESCC cell proliferation and migration by alleviating EGFR expression. As shown in **Figure 4C**, EGFRe1 knockdown reduced cell proliferation rates in KYSE-150 and KYSE-30 cells by 45% and 40%, respectively, while NR110040 or EGFRnc5 knockdowns had no impact on cell proliferation. Cell migration rates of KYSE-30 cells were measured by wound healing assay. EGFRe1 knockdown decreased cell migration evidenced by significant reduction of wound healing from 8 h post-wounding (**Figure 4D**). All these data suggest that EGFRe1 is a putative EGFR eRNA and contributes to EGFR overexpression and subsequently cell proliferation and migration in ESCC cells.

### 3.5 Transcription Factor Binding Motif Analysis Identified AP-1 Family at Open Chromatin Regions in ESCC Cells

Given that open chromatin regions contain the cis-regulatory modules with specific sequences for the binding of particular transcription factors (6), examining recurrent motifs in hyper-accessible regions allowed us to estimate the transcription factors involved in each subcluster (**Figures 5A** and **S5**). 

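The heptamer TGA(C/G)TCA, the core of the AP-1 binding motif, was searched in the hg19 sequence of every peak and, as a control, in sequence of the same length 10 kb downstream. It was present in 13.0% of the peaks of KYSE-30 library 4 against 4.40% of the control (odds ratio 3.24, two-sided Fisher's exact test, p = 1.6e-14) and in 29.8% of the peaks of KYSE-30 library 6 against 4.96% (odds ratio 8.13, p below 1e-300). HET-1A library 2 had it in 24.8% of its peaks against 4.80% (odds ratio 6.53, p below 1e-300). By the same Fisher's exact test, the difference was not detectable in HET-1A library 1 (5.45% against 4.24%, p = 0.8), KYSE-150 library 7 (5.19% against 3.15%, p = 0.13) and KYSE-150 library 8 (5.98% against 3.19%, p = 0.2). Each test describes one library, since peaks are not replicates. Of the 174 regions specific to KYSE-30, 28.7% held the motif against 8.05% of their control sequences (odds ratio 4.61, Fisher's exact test, p = 7.4e-07). Of the regions specific to HET-1A that were tested, 3 of 13 held it (23.1%) against 0 control sequences (Fisher's exact test, p = 0.22). For KYSE-150 it was 1 of 9 (11.1%) against 0. These are too few to set against KYSE-30. In the paper's own motif search, shown in its supplement, AP-1 motifs also ranked first in subclusters 3 and 4. They were in 18.64% of the regions of subcluster 3 (HET-1A) and 16.53% of those of subcluster 4 (KYSE-150). With 168 peaks per library, the motif was in 30.4% of the peaks of HET-1A library 2 and in 19.9% and 27.4% of those of KYSE-30 libraries 4 and 6. The size of the share in the KYSE-30 regions depends on the lists. It was 10.7% without KYSE-30 library 6 (Fisher's exact test, p = 0.00015) and 45.5% with the same number of peaks from each library (Fisher's exact test, p = 0.016). Among the upstream regions of EGFR in Table S3, EGFRnc1 and EGFRnc4 each hold 1 site, EGFRnc5 holds 2, and EGFRe1, EGFRnc2 and EGFRnc3 hold 0.

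**Figure D4:**
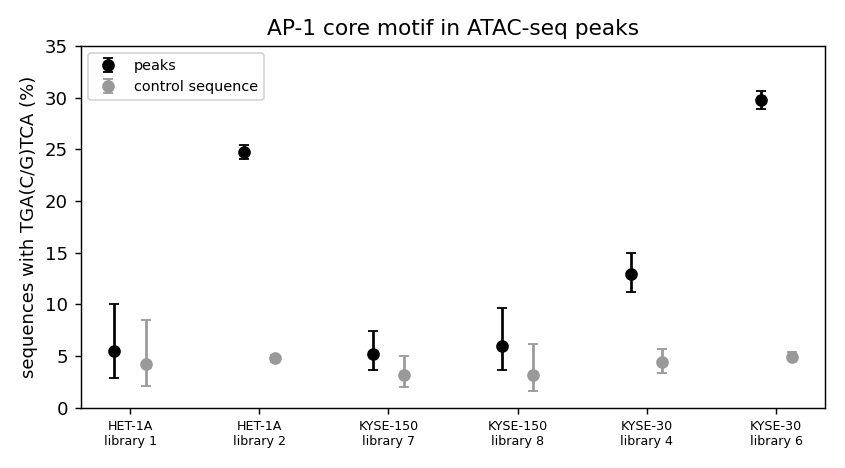
Share of the ATAC-seq peaks of each library (black) and of control sequence 10 kb downstream (grey) that contain TGA(C/G)TCA, in percent, with Wilson 95% intervals. Black and grey lie apart in HET-1A library 2 and in both KYSE-30 libraries, and their intervals overlap in the other 3 libraries.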

In subcluster 1, the most frequently found motifs contained the core sequence TGA(C/G)TCA. This sequence is the specific recognition site for AP-1 transcription factor family including ATF3, BATF, JUN, and FOSL2. Data implied that AP-1 members are potential regulatory factors involved in regulating hyper-accessible chromatin structure in KYSE-30 cells.

**Figure 5:**
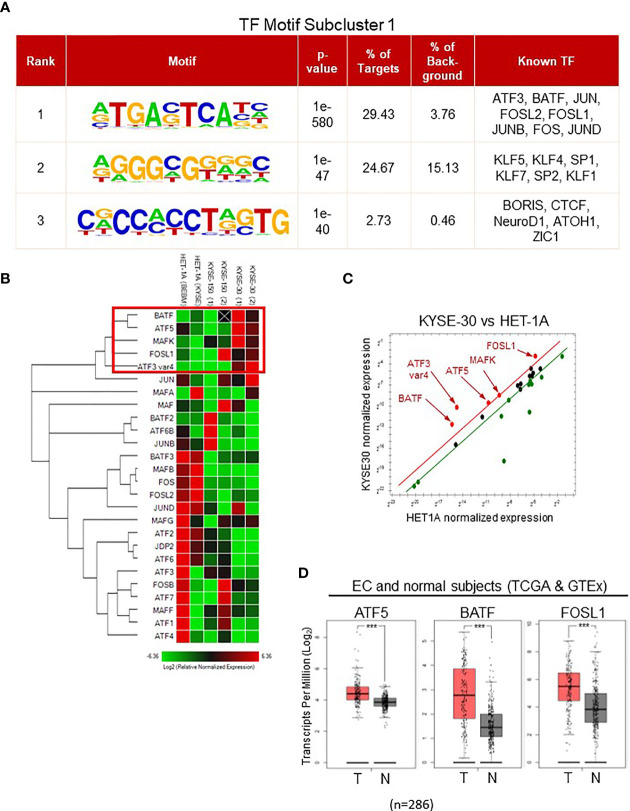
Identification of AP-1 family in subcluster 1 by transcription factor motif analysis. **(A)** All ATAC-seq peaks in subcluster 1 were analyzed, and the potential transcription factors bound to the DNA and their sequence motifs were displayed in rank. **(B)** PCR array with probes targeting all AP-1 family member was performed. Heatmap displayed the RNA expression-based clustering of AP-1 family genes in HET1A, KYSE150, and KYSE30 cells. Genes in a red rectangle represented the upregulated genes in KYSE30 cells. HET-1A cells were incubated in the BEBM base medium [HET-1A (BEBM)] or identical medium for KYSE cells [HET-1A (KYSE)] overnight before RNA collection while KYSE-150 and -30 cells were cultured in identical conditions. **(C)** Significantly upregulated genes in KYSE-30 (red) versus HET-1A cells are shown in red. Green dots represent the downregulated genes. **(D)** ATF5, BATF, and FOSL1 gene expressions in tumors (T) were higher than that in neighboring tissues of EC patients or normal esophagus (N). T = 182, N = 286; Log2FC >0.5; ***p-value < 0.001.

To examine which AP-1 members were involved in regulating chromatin structure in ESCC cells, we determined the gene expressions of various AP-1 transcription factors in HET-1A and ESCC cells (**Figures 5B, C**). Among 25 AP-1 members and a gene variant, only BATF, ATF5, MAFK, FOSL1, and ATF3 variant 4 were upregulated in KYSE-30 cells compared to HET-1A cells. Interestingly, majority of ATF3 transcripts were decreased in KYSE-30 cells whereas ATF3 variant 4, a variant without DNA binding motif, was increased by more than 20 times (**Figure S6**). The TCGA RNA-seq database for esophageal cancer patients showed higher expression of ATF5, BATF, and FOSL1 in cancer tissues, which is consistent with the finding of greater expression of these genes in KYSE-30 cells (**Figure 5D**).

### 3.6 A Selective AP-1 Inhibitor Alleviated Cell Proliferation and Migration in KYSE-30 Cells

Based on the finding that AP-1 binding sites are broadly opened in KYSE-30 cells, we postulated that inhibiting AP-1-DNA binding may reduce the cancer cell characteristics, such as proliferation and migration, of KYSE-30 cells. Using cell viability assay, we found that the KYSE-30 cell line is significantly more sensitive to T-5224, an AP-1 inhibitor. The IC50 of T-5224 was significantly lower in KYSE-30 cells (65.2 µM) than that in KYSE-150 (72.1 µM) and HET-1A (76.7 µM) cells (**Figure 6A**). The inhibitor also reduced cell migration of KYSE-30 cells (**Figure 6B**).

**Figure 6:**
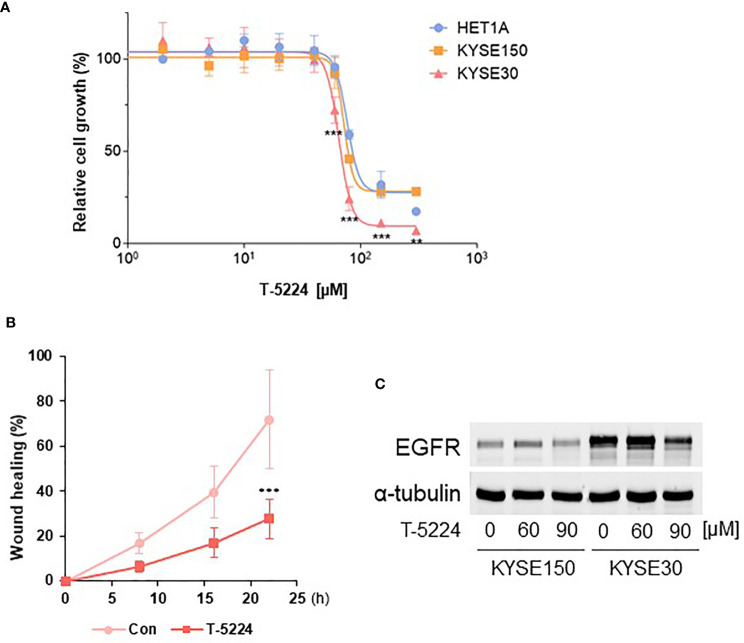
Inhibition of proliferation and migration of KYSE-30 cells by AP-1 inhibitor T-5224. **(A)** Cell viability rates upon different doses of T-5224 for 24 h were measured with MTT assay. Data are shown as nonlinear fit of log-dose *vs.* response curves. Error bars represents mean ± SD from three independent experiments. ***p-value < 0.001, **p-value < 0.01 compared to HET-1A at each time point. **(B)** Wound healing rate of KYSE-30 cells upon 60 μM T-5224 treatment was plotted in the indicated post-wound time points. ***p-value < 0.001 compared to control (DMSO-treated) in each time point. **(C)** Representative Western blot shows that EGFR expression decreased by T-5224 in KYSE-30 cells. Indicated concentrations of T-5224 were treated for 24 h in both cell lines.

Since the upstream of EGFR gene contains certain AP-1 factor binding motifs, we sought the effect of an AP-1 inhibitor on EGFR expression in ESCC cells. Treatment of 90 µM T-5224 induced more than 50% reduction of EGFR expression in KYSE-30 cells (**Figure 6C**), consistent with significantly reduced cell viability (**Figure 6A**). Corresponding to this, ChIP-seq datasets of BATF, MAFK, and FOSL1 showed that these AP-1 members may bind to EGFR upstream regions, which are overlapped with our ATAC-seq peaks (**Figure S7**). Taken together, these data suggest that AP-1 transcription factors could regulate chromatin EGFR locus and thus control cell proliferation and migration in ESCC cells.

## 4 Discussion

During carcinogenesis and tumor development, cells undergo drastic genetic and epigenetic alterations that are reflected by distinct chromatin landscapes in cells at each stage. In this study, we performed ATAC-seq and compared the regulatory chromatin landscapes among KYSE-150 and KYSE-30, two human ESCC cell lines and HET-1A, a non-tumorigenic esophageal epithelial cell line. The data revealed distinct hyper-accessible regions in each cell line. In one of the hyper-accessible gene loci in KYSE-30 cells, we found a ncRNA in the upstream of EGFR locus as a putative eRNA. Further motif analysis, gene knockdown and pharmacological data support that AP-1 family transcription factors can bind the hyper-accessible regions and affect their proliferation and migration. Altogether, this study explored the chromatin accessibility landscapes based on ATAC-seq assay and discovered a new eRNA for EGFR gene in ESCC and the reliance of cancer cells on the AP-1 transcription factor.

Three cell lines were selected for ATAC-seq analysis, i.e., HET-1A, KYSE-150, and KYSE-30, respectively representing non-cancerous cells, cancer cells with rapid proliferation but relatively lower migration/invasion property, and cancer cells with aggressive metastatic characteristics (7, 11, 30, 35, 36). As expected, HET-1A cells contained different chromatin structures from KYSE-150 or KYSE-30 cells. In subcluster 3, HET-1A cells presented more hyper-accessible regions (**Figures 1B**, **S2**, and **Table S4**). Functional enrichment analysis showed that this subcluster contained many known genes related to extracellular structure organization, cell-substrate adhesion, and junction organization. Interestingly, many other genes in this subcluster have not been associated with maintaining esophageal epithelia or cancer prevention function. For example, genomic regions near ZNF536 were hyper-accessible in HET-1A cells but less-accessible in both ESCC cell lines, which aligns with observation of significantly lower ZNF536 expression in human esophageal tumor tissues (**Figure S2**). 

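ZNF536 lies on chromosome 19 from 30715798 to 31204493 of hg19. In the window of Figure S2A, from 30000000 to 34000000, the lists hold 3 peaks in HET-1A library 1 and 188 in HET-1A library 2, against 3 and 0 in KYSE-150 libraries 7 and 8 and 2 and 13 in KYSE-30 libraries 4 and 6. As a share of all peaks of the library this was 1.79% (Wilson 95% interval 0.609 to 5.12%) and 1.18% (1.02 to 1.36%) in HET-1A, 0.548% (0.187 to 1.60%) and 0% in KYSE-150, and 0.159% (0.0437 to 0.579%) and 0.111% (0.0651 to 0.190%) in KYSE-30. The window makes up 0.132% of the genome length. The share of HET-1A library 1 rests on 3 peaks. The intervals of both HET-1A libraries overlap those of KYSE-150 library 7 and of KYSE-150 library 8 (0 to 1.46%). They lie above those of both KYSE-30 libraries. Peaks whose nearest transcription start site was that of ZNF536 numbered 2 in HET-1A library 1, 20 in HET-1A library 2 and 0 in the KYSE-150 and KYSE-30 libraries. The median relative background of the window was 22.4 in HET-1A library 1 and 14.1 in HET-1A library 2, and between 1.45 and 1.81 in the libraries of the other lines with a peak there.

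**Figure D5:**
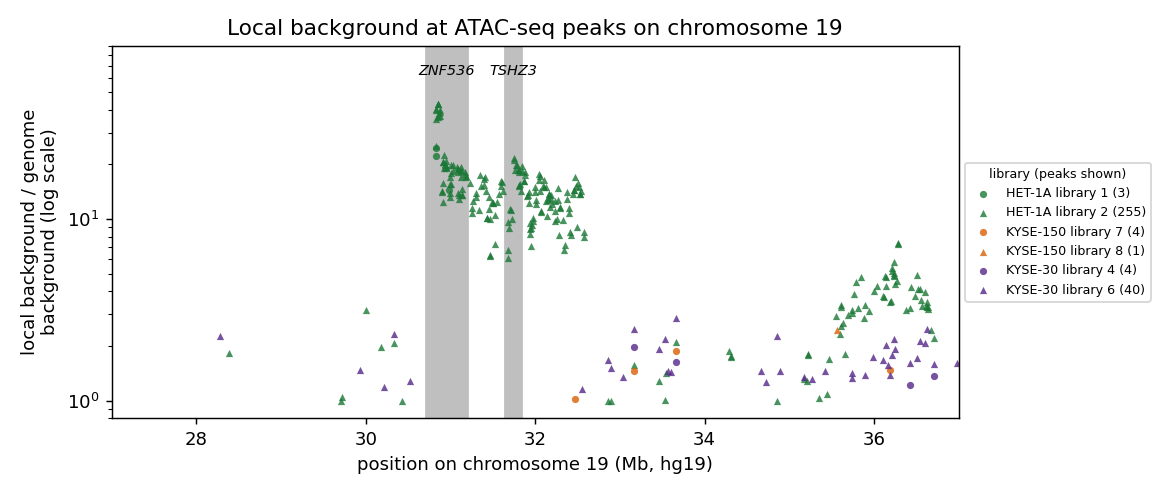
Relative background (local divided by genome background, log scale) at each ATAC-seq peak on chromosome 19 from 27 to 37 Mb, 1 symbol per peak, coloured by cell line, with ZNF536 and TSHZ3 shaded. In the window of Figure S2A, the peaks of HET-1A library 2 reach up to 43.3 times the genome background, and those of the other lines reach at most 2.86 times.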

While further study is required to examine the exact function of this gene in ESCC, nevertheless, chromatin accessibility obtained by ATAC-seq analysis can provide rich data to reveal novel loci or genes involved in carcinogenesis and tumor development.

KYSE-30 and KYSE-150 cells appeared to have hyper-accessible chromatin regions in subclusters 1 and 4, respectively (**Figure 1**). Again, the functional enrichment analysis provided guidance to identify new loci or genes involved in ESCC. For example, the promoter regions of genes involved in histone gene cluster 1 are more accessible in KYSE-150 cells, suggesting that these cell cycle-dependent genes are highly activated to support cancer cells’ rapid proliferation (data not shown). 

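Histone gene cluster 1 holds 62 annotated histone genes and pseudogenes on chromosome 6. At least 1 peak within 3 kb of the transcription start site was found for 7 of them in KYSE-150 library 7 (11.3%, Wilson 95% interval 5.58 to 21.5%) and for 0 in KYSE-150 library 8. HET-1A library 1 and KYSE-30 library 4 also had 0, HET-1A library 2 had 21 (33.9%, 23.3 to 46.3%) and KYSE-30 library 6 had 42 (67.7%, 55.4 to 78.0%). Over all 20149 protein-coding genes, the share with a peak within 3 kb was 1.79% in KYSE-150 library 7, 0.362% in KYSE-150 library 8, 35.4% in HET-1A library 2 and 28.7% in KYSE-30 library 6. With 168 peaks per library, KYSE-150 library 7 had 5 such histone genes and every other library had 0. No histone gene had a peak in both libraries of a line.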

In subcluster 2, KYSE-30 contained hypo-accessible chromatin regions (**Figure 1B**). 

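By called peaks, 94 merged regions had a peak in both of the other lines and none in either KYSE-30 library. The same count was 59 for regions without a peak in HET-1A and 4457 for regions without a peak in KYSE-150, the line whose lists hold 547 and 259 peaks.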

The different hyper- or hypo-accessible chromatin regions between KYSE-150 and -30 cells suggest heterogeneities and divergences in oncogene activations, carcinogenesis, and cell behaviors in different ESCC cells. In the present study, we focused on subcluster 1, which contains the most number of ATAC-seq peaks and represents hyper-accessible genomic regions in KYSE-30 cells. Although it was originally isolated from a well-differentiated tumor tissue and known to induce medium-differentiated tumor in nude mice, the KYSE-30 cell line is known to aggressively migrate and metastasize as its primary tumor was found to invade contiguous structures (29). Given that migrating cancer cells are more resistant to chemo- and radiotherapy than non- or restricted-migrating cells (37), ATAC-seq peaks in subcluster 1 may contain many characteristic open chromatin regions associated with these resistances. Further investigation of these chromatin regions is warranted.

Using multi-omics approach, we identified six ncRNAs upstream to EGFR gene locus (from −186,000 bp to −23,000 bp from EGFR transcription start site). 

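Measured from the EGFR start site at 55086710, the 6 regions of Table S3 extend from −188035 bp, where EGFRnc1 starts, to −22672 bp, where EGFRnc5 ends. EGFRe1 starts at −179500 bp, EGFRnc2 at −85925 bp, EGFRnc3 at −72277 bp and EGFRnc4 at −51706 bp. They are between 479 and 1183 bp long, and their GC content ranges from 39.2% in EGFRnc3 to 60.3% in EGFRnc2, with 55.4% in EGFRe1. The paper's evidence that ncRNAs are transcribed from these regions is their accessibility by ATAC-seq together with CAGE, H3K27ac, RNA polymerase II, GRO-seq and PRO-seq data and droplet digital PCR. Of these, only ATAC-seq is analysed here.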

Their existence was estimated from various genomic sequencing data that we employed, including accessibility of chromatin (ATAC-seq), enrichments of specific histone modifications and RNAP II binding (H3K27ac and RNAP II ChIP-seqs), and locations of actively transcribing RNA polymerases (GRO and PRO-seqs) and/or transcription start site (CAGE). Given that some of these datasets have often been used to estimate active enhancers on intergenic regions and that the closest downstream gene locus from these ncRNAs is EGFR, they were expected to be eRNAs positively regulating EGFR expression. These open chromatin regions were also found in tumor samples extracted from esophageal cancer patients (**Figure S3**). EGFRnc2 was not correlated with EGFR expression in ESCC cells, and EGFRnc5 was not responsible for EGFR mRNA expression according to our gene silencing experiment. These findings suggest that genomic data-estimated eRNA should be functionally validated by genetic perturbation experiments on the candidate RNA, in order to prove that it indeed is an eRNA. EGFRnc1 was not functionally tested here, but its role as an eRNA, to regulate either the expression of EGFR alone or multiple genes is worth to be examined in the future due to its high expression in ESCC cells and high frequency of overlap in the above genome data sets. In addition, two important features of eRNAs, i.e., the length and the direction of the transcripts, require further investigation using appropriate techniques, such as RNA-Seq/PRO-Seq/5’GRO-Seq. To our knowledge, this is the first report suggesting EGFRe1 as an eRNA for EGFR, which can regulate EGFR overexpression in ESCC cells. Previously, using ChIP-seq analyses of H3K4me3 and H3K27AC, a “super enhancer” of EGFR was identified in cervical cancer cells (38). The super enhancer produced the RNA transcript and positively associated with EGFR mRNA expression. 

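The primers of Table S1 place EGFRint1 to EGFRint6 within EGFR. EGFRint1 (55132853 to 55133027 on chromosome 7), EGFRint2 (55141819 to 55141950), EGFRint3 (55155384 to 55155475) and EGFRint4 (55200770 to 55200921) lie in the first intron. EGFRint1 overlapped a peak in KYSE-30 library 6 only, EGFRint2 and EGFRint4 overlapped a peak in both KYSE-30 libraries, and EGFRint3 overlapped none. EGFRint4 also overlapped a peak in HET-1A library 2. The peak over EGFRint2 from 55141604 to 55142236 had the highest fold enrichment of KYSE-30 library 6 in this window, 8.28, at a relative background of 14.1. The peak over EGFRint4 from 55200292 to 55201134 had the highest fold enrichment of KYSE-30 library 4, 4.04, at a relative background of 13.6.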

Although it was not described in detail, according to the fact that it is localized within the first intron and detected by specific PCR primers, the super enhancer may span EGFRint1, 2, 3, and 4 in our data. Since all these intronic RNAs are upregulated in both ESCC cell lines, their possible roles in EGFR gene in ESCC, as in cervical cancer, need to be further investigated.

Suppressing EGFRe1 not only decreased EGFR expression, but also inhibited both proliferation and migration in ESCC cells. Current EGFR targeting therapy using either TKIs or antibodies did not show expected therapeutic benefits for esophageal patients, and EGFRe1-dependent inhibitory function may have potential values. In particular, while gefitinib, a first-generation TKI, was effective only on esophageal cancer patients with *EGFR* copy number gain (39), EGFRe1 silencing is effective in both KYSE-30 and -150 cells, which suggests that inhibiting EGFRe1 can be considered to treat a wider spectrum of ESCC types with high EGFR levels obtained not only by gene copy number gain but also by protein overexpression. Pre-clinical models with gene suppression techniques such as antisense oligonucleotides, siRNA, and CRISPR interference, will provide further evaluate EGFRe1 as a new therapeutic measure for ESCC.

The critical roles of AP-1 in esophageal cancer have been previously suggested (40, 41). Using DNA binding motif analysis, we identified AP-1 as a critical transcription factor regulating chromatin dynamics in ESCC. In addition to its conventional roles as downstream or upstream players of MAPK and other inflammatory signaling, recent genome-wide studies have revealed new roles of the AP-1 family in chromatin accessibility functioning in both proximity and remoteness on their target promoters and distal enhancers, respectively (42, 43). For instance, AP-1 was identified as a regulator of genome-wide open chromatin structure and gene transcription profiles in EAC (40). Our ATAC-seq data showed an open chromatin region about −500 bp upstream of EGFR TSS (**Figure S7**, far right red box), which is anticipated to bind FOSL1, an AP-1 family member, according to publicly available ChIP-seq data. In addition to this reported AP-1 binding site near the promoter region, we also found more hyper-accessible regions at remote regions upstream of EGFR TSS, which can largely overlap with ChIP-seq data of FOSL1, BATF and MAFK (3 AP-1 family members) (**Figure S7**). 

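In the peak lists, which hold sub-nucleosomal fragments only, no library had a called peak within 3 kb of the EGFR transcription start site on either side. The called peak closest to the start site in any library was the upstream peak of KYSE-30 library 6 from 55063395 to 55063996. Inside the gene, the first peak began 33146 bp after the start site in KYSE-30 library 6, 46672 bp in KYSE-30 library 4 and 90395 bp in HET-1A library 2.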

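Of the remote upstream peaks, those in EGFRnc4 held TGA(C/G)TCA in KYSE-30 libraries 4 and 6 and in HET-1A library 2. In EGFRnc1, the motif lay in a peak of each KYSE-30 library and outside the peak of HET-1A library 2, and in EGFRnc5 it lay in the peak of KYSE-30 library 6. The peaks in EGFRe1 and EGFRnc2 did not contain it. The relative background of these peaks in KYSE-30 was between 8.32 and 11.9, and in HET-1A library 2 it was 1.00.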

The data suggest that these regions could contain putative AP-1 binding sites. Therefore, ATAC-seq appears to be a good tool to study a transcription regulatory protein’s multiple functions. It may reveal not only local transcriptional switch functioning in the proximity of TSS, but also remote controller though binding to distal enhancers, placing chromatin architecture dynamics to regulate the overall transcriptional actions. These information may assist the understanding of novel mechanisms underlying fine-tuned gene regulations in the context of chromatin 3D organization and architecture. Since transcription factor-mediated gene transcription depends on both its accessibility to cognate binding sites and its abundance, the authors determined gene expression of JUN and FOS family members and found overexpression of FOS, FOSB, and FOSL1 in the cancer. In ESCC cell lines, we examined all AP-1 transcription factors including JUN, FOS, MAF, and ATF family members and found that FOSL1, MAFK, BATF, and ATF5 are upregulated compared to non-cancer cells. These data suggest that, although AP-1 binding sites are hyper-accessible in both EAC and ESCC, specific AP-1 members bound to the sites forming hetero- or homo-dimer would vary. Interestingly, FOSL1 is a common AP-1 member highly expressed in both EAC and ESCC (6). Its overexpression and critical roles in cell proliferation and migration were also found in other squamous cell carcinoma, such as skin, head, and neck cancers (44). The exact mechanism underlying the modulatory function of FOSL1 in cancer-related cell signaling, oncogene transcription, and cancer-specific chromatin structure forming DNA-loop requires further extensive investigation.

## 5 Conclusions

Using the ATAC-seq approach, this study identified a putative eRNA for EGFR in hyper-accessible regions by analysis of chromatin accessibility landscapes and discovered the reliance on AP-1 transcription factor in ESCC cells.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author Contributions

Conceptualization, ZP and SC. Methodology, ZP and SC. Formal analysis, AS, EM, CX, and SC. Investigation, SC and AS. Writing, CS, SC, ZP, AS, and EM. Visualization, SC and AS. Supervision, ZP and CX. Project administration, ZP. Funding acquisition, ZP. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by U.S. National Institutes of Health (NIH) Grant R01 CA185055 and S10 OD025230 (to ZP).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Identification of a Putative Enhancer RNA for EGFR in Hyper-Accessible Regions in Esophageal Squamous Cell Carcinoma Cells by Analysis of Chromatin Accessibility Landscapes
**Source:** Front Oncol. 2021 Oct 15;11:724687. doi: 10.3389/fonc.2021.724687
**Supplement:** Supplementary Figure S1 — Evaluation of quality of ATAC-seq libraries. (A). Bioanalyzer gel images of DNA libraries from all cell replicates show the unique laddering patterns of ATAC-seq libraries. (B). A representative Bioanalyzer image displays that Tn5 transposase reaction occurred according to chromatin sizes. (C). Correlation plot shows the differences among cells and correlation between replicates. (D). ATAC-seq peaks in subcluster 4 are distributed on the genome similar to subcluster 1 while subcluster 2’s are unique compared to others. Decimal numbers have been omitted.

**A**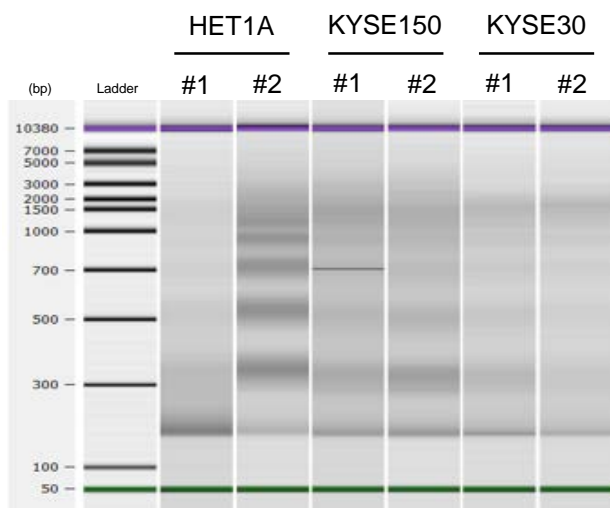**B**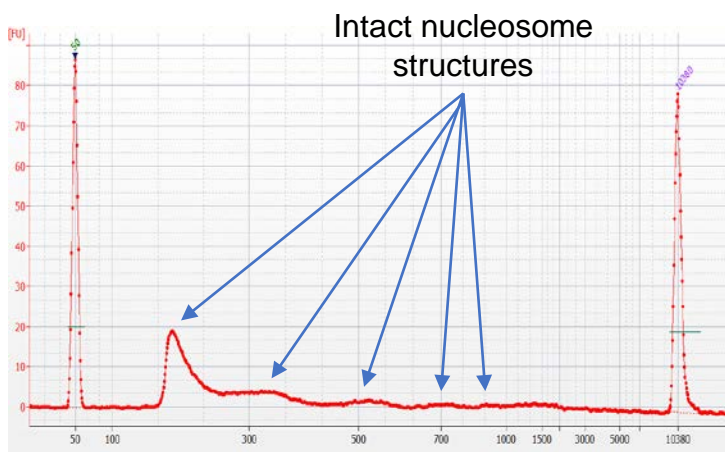**C**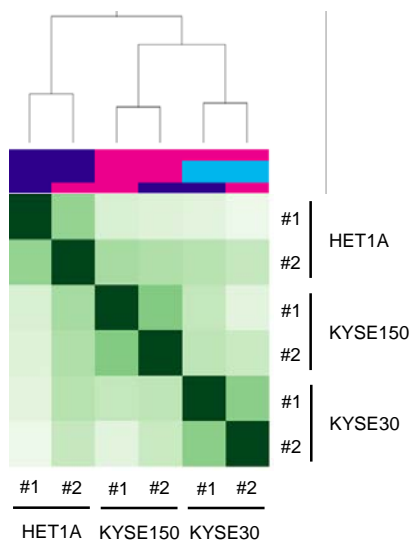**D**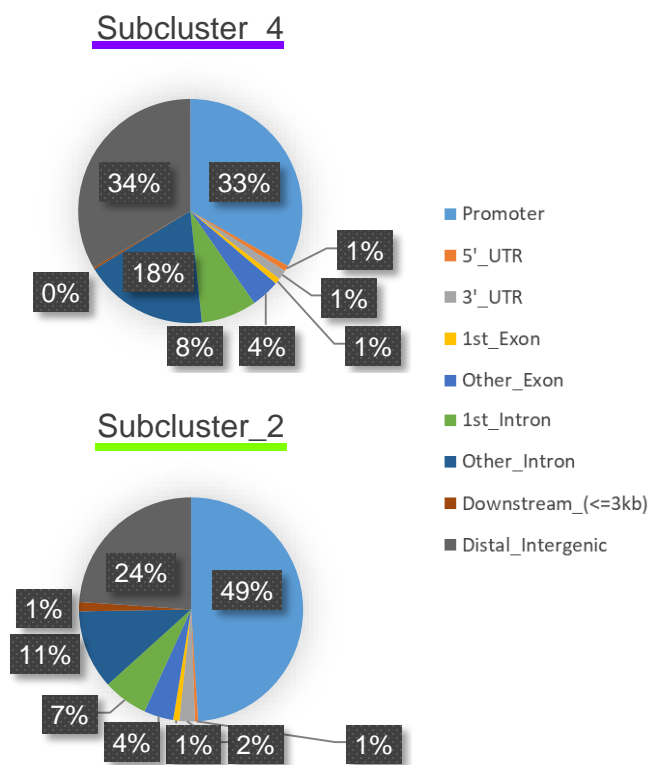

**A**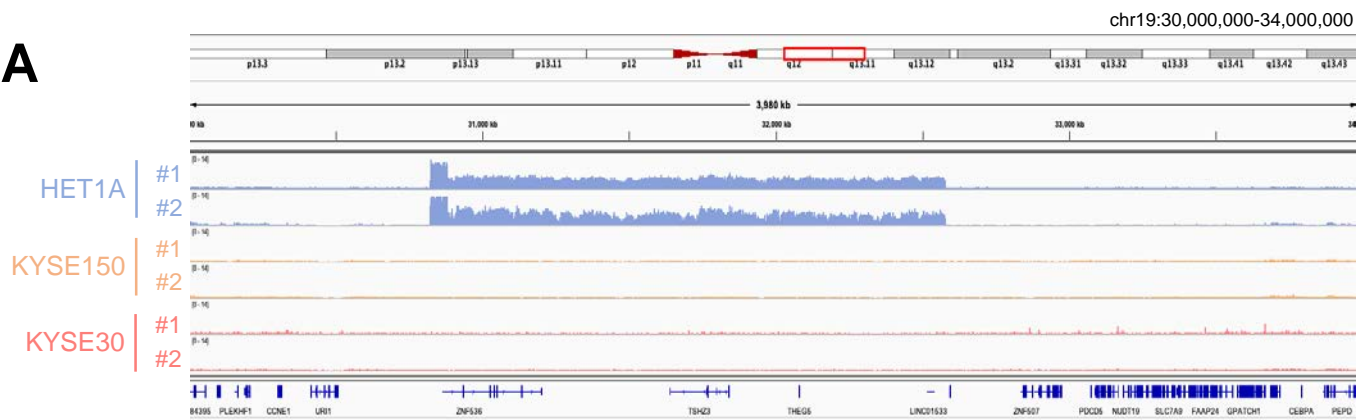**B**

### GO Subcluster 3

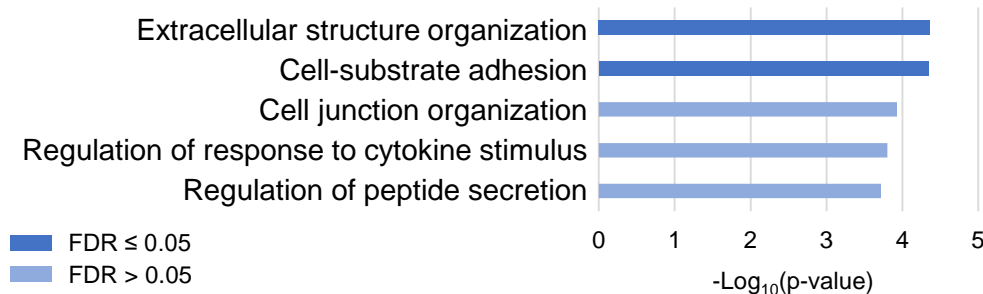**C**

### ATAC-seq signals (Subcluster 3)

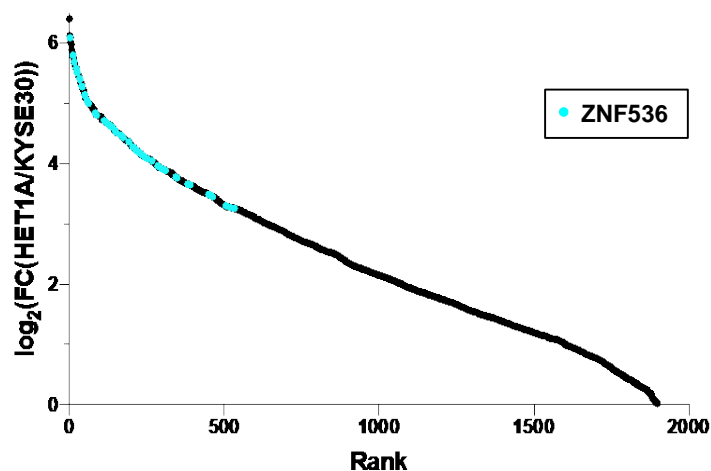**D**

### ZNF536 in EC patients

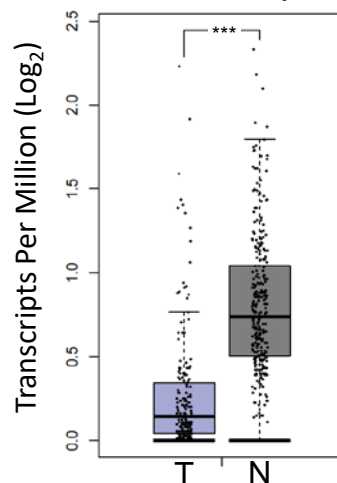

Chr7:54814000-55331000

NR\_110040

34.5 kb

27 kb

Choi, et al. Figure S3

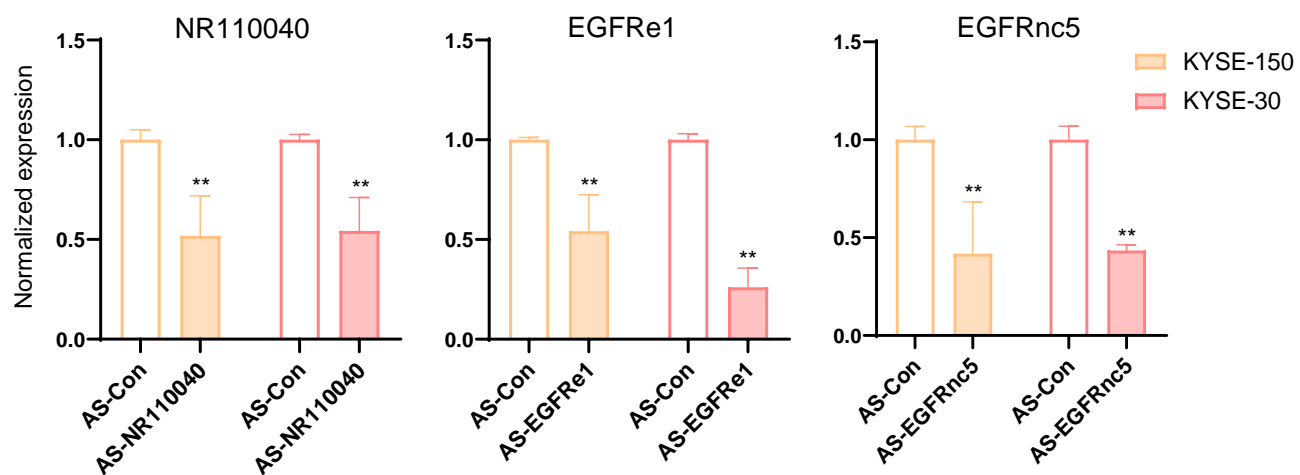

Subcluster 3

| Rank | Motif                                                                             | P-value | % of Targets | % of Bgd | Known TF                                              |
|------|-----------------------------------------------------------------------------------|---------|--------------|----------|-------------------------------------------------------|
| 1    | 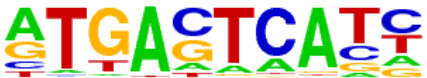 | 1e-183  | 18.64        | 2.64     | FOSL1, BATF, ATF3, FOSL2, JUN, JUNB, JUND, FOS, FOSL2 |
| 2    | 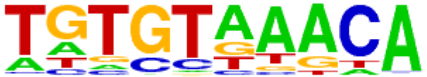 | 1e-19   | 18.43        | 11.22    | FOXA2, FOX, FOXA1, FOXO3, FOXD1, FOXP1, FOXP2         |
| 3    |  | 1e-18   | 1.41         | 0.13     | CTCF, BORIS, RUNX2, ZNF354C, MYCN, USF2, RUNX         |

Subcluster 2

| Rank | Motif                                                                               | P-value | % of Targets | % of Bgd | Known TF                                 |
|------|-------------------------------------------------------------------------------------|---------|--------------|----------|------------------------------------------|
| 1    | 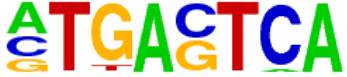  | 1e-18   | 13.17        | 3.33     | BATF, ATF3, JUN, FOSL2, FOSL1, FOS, JUNB |
| 2    | 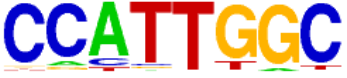 | 1e-12   | 13.62        | 4.66     | NFY, NFIC, SOX3, NFYB                    |
| 3    | 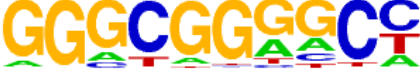 | 1e-10   | 28.79        | 16.33    | SP1, KLF5, KLF4                          |

Subcluster 4

| Rank | Motif                                                                               | P-value | % of Targets | % of Bgd | Known TF                                 |
|------|-------------------------------------------------------------------------------------|---------|--------------|----------|------------------------------------------|
| 1    | 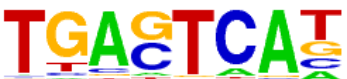 | 1e-29   | 16.53        | 2.52     | BATF, FOSL2, FOSL1, ATF3, JUN, FOS, JUNB |
| 2    |  | 1e-12   | 1.38         | 0.00     | PIT1, HNF1, BATF, JUN                    |
| 3    | 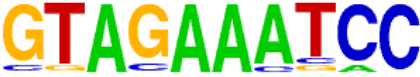 | 1e-11   | 3.03         | 0.12     | PITX1, REL, REL                          |

**A**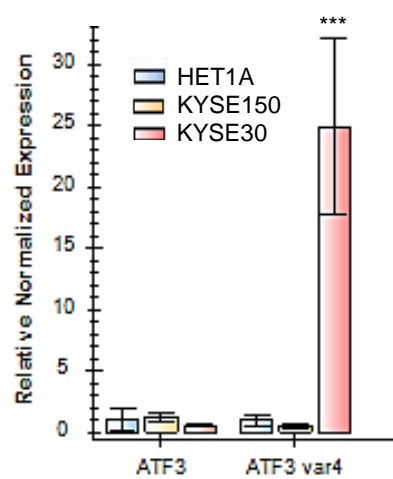**B**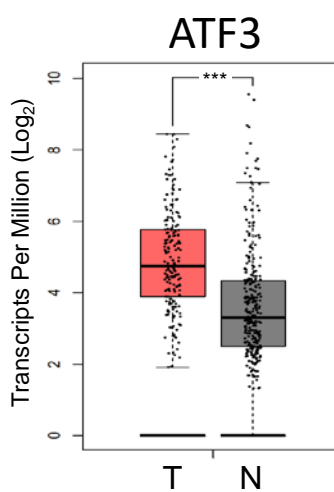

ATAC-seq  
BATF  
MAFK  
FOSL1

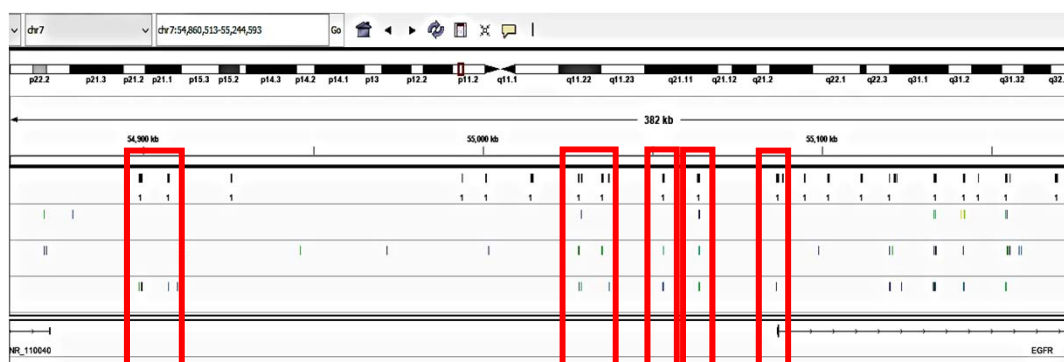

Choi, et al. Figure S7

How the deposited data were processed for this re-analysis (not part of the article)

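ATAC-seq was analysed in 3 cell lines, HET-1A, KYSE-150 and KYSE-30, with 2 libraries per line. The authors trimmed the reads, marked duplicates with picard-tools, mapped to hg19 with bowtie2, removed blacklisted regions with bedtools, shifted the reads for Tn5, kept fragments under 100 bp and called peaks in each library with MACS2 at a q-value of 0.05, with a shift and an extension of the reads to 200 bp and no model of the fragment length. Replicates were not pooled. The authors' peak lists give a score for each peak, which is 10 times −log10 of the q-value as a whole number, a fold enrichment, which is a ratio of the tags at the summit to the local background with 1 added to each, and −log10 of the p-value and of the q-value within the library. In the deposited lists the largest q-value of a library was between 0.0246 and 0.0495, and each list lacks between 159 and 199 of the peak numbers up to its last. These values are the authors' and were used to describe, rank or filter peaks within a list.

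The tags at the summit and the local background of each peak were recovered from its fold enrichment and p-value, since only one whole number of tags satisfies both (MACS2 takes the p-value from a Poisson distribution). A peak counted as recovered when the values returned its −log10 p within 0.001. This recovery was devised after the data were seen and was tested on 300 simulated peaks for each of the 6 libraries, of which 100% were recovered. In the deposited lists 99.6 to 100% of the peaks were recovered. The genome background of a library is its smallest local background. Its values of 1.49 to 3.34 tags per 200 bp give the relative depth of the libraries, which was 2.25 in HET-1A library 2 relative to KYSE-30 library 6 and lay between these in the other libraries. Only the fragments kept for peak calling enter it, without blacklisted regions and longer fragments, so it is not the read total of a library.

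Overlap was counted from 1 shared bp. Merged regions and line-specific regions were tested on 200 simulated regions for each of the 3 lines, of which 100% were recovered. The reference was the hg19 genome with GENCODE 44 lifted to this build, and chromosome names and lengths matched the peak lists. Annotation followed the order promoter (3 kb to each side of a transcription start site), UTR, exon, first intron, other intron, downstream within 3 kb, and distal intergenic. Peaks were assigned to the gene with the nearest transcription start site. The AP-1 core motif was searched on both strands and compared with sequence of the same length 10 kb downstream by Fisher's exact test, two-sided, within each library. Shares have Wilson 95% intervals, which cover counting error only. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.

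The regions and genes named in the text were fixed before the data were examined: those the paper names for ATAC-seq, the 5 1-Mb windows of each line with the largest mean share of peaks, and the 3 line-specific regions of each line with the highest mean fold enrichment. Other genes and segments were named after their values were seen. No test between lines was run, since an exact permutation test of 2 libraries against 2 cannot give a two-sided p-value under 0.33. Other kinds of test do not have this limit, and none was run. The alternatives were a q-value under 0.01 or 0.001, an equal number of 168 peaks per library, an overlap of at least 50% of each peak, a peak in either library of a line, each library left out in turn, merged touching peaks, a promoter of 1 kb, the densest windows left out, 200 bp around the summit for the motif, 1-Mb windows along chromosomes 7 and 19, and nearest-gene assignment for the EGFR locus. Chosen after the data were seen were transcription start sites of protein-coding genes only, the alternatives for the local background, and the search for segments of raised background: 1-Mb windows with at least 3 peaks and a median relative background of at least 4 in a library, joined where they adjoin, without a window that was raised in every line.

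The authors' read counts are not used here, since the lists hold called peaks only. Of their DiffBind comparison, only the fold changes of subclusters 3 and 4 in Table S2 were used, to rank regions in the closing section. Of subcluster 1 in Table S2, the first 1997 rows were held of the paper's 3445 regions, and of Table S3 the list of all regions was held in part, so neither entered a test. The RT-PCR, ChIP-seq, Western blot and viability data are not analysed here.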

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

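The segments in this part, their limits and all their tests were chosen after the data were seen.

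Outside the regions the paper discusses, 4 segments had a raised local background in both HET-1A libraries and above every library of the other lines with a peak there. On chromosome 18 from 3000001 to 5000000, the median relative background was 17.1 in HET-1A library 1 and 13.6 in HET-1A library 2. On chromosome 8 it was 6.67 and 5.46 from 115000001 to 116000000, 4.17 and 4.98 from 117000001 to 121000000, and 8.15 and 13.4 from 128000001 to 130000000, in the same order. The values of HET-1A library 1 rest on 1, 1, 1 and 3 peaks, and those of HET-1A library 2 on 144, 9, 119 and 183 peaks. Named after the values were seen, DLGAP1 lies in the segment of chromosome 18 (3496030 to 4455307) and MYC in the last segment of chromosome 8 (128747680 to 128755197). The text of the paper does not discuss these segments. Its Table S2 assigns 918 of the 1921 regions of subcluster 3 to genes in the 20 Mb of raised background in HET-1A, which include these segments.

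Repeated sequence that collects reads in every library would raise the other lines as well. Their highest median in these segments was 3.20, in KYSE-30 library 6 on chromosome 18, which is far below both HET-1A libraries there, and on chromosome 8 it was 1.65. The relative background is divided by the genome background of the same library, so a difference in depth does not enter it. Copy number gain of these segments may raise the background and bring peaks without regard to promoters or motifs. Of the 455 peaks of HET-1A library 2 in these segments, 22.6% lay within 3 kb of a transcription start site, against 54.0% of its other peaks (Fisher's exact test, two-sided, p = 3.1e-41). Copy number gain predicts a lower share, but segments with few start sites give the same. The density of start sites was not measured, so this share decides nothing. The AP-1 core motif was present in 26.6% of them against 24.7% elsewhere (Fisher's exact test, p = 0.35). Peaks called without regard to motifs would hold it less often, which was not seen. Copy number gain can also bring weaker true sites over the threshold of the peak calls, so the motif share decides nothing either. Copy number gain and chromatin that is open over a whole segment in this line therefore cannot be told apart here. Sequenced genomic DNA was not used. A difference between the cell lines in chromatin itself stays open and untested.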

How the results depend on the processing

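Across 77 results, 401 values under other settings were computed, of which 382 had been set before the data were examined. 329 were counted as unchanged, 70 moved farther, 2 passed the test's threshold where the reported value did not, and none reversed. A tested share was counted as unchanged when it kept its direction and its side of the threshold, whatever its size. A count or the mean number of peaks per library was unchanged within 1.5 times, and another share within its Wilson interval. Any other mean was unchanged within 1 standard deviation of the libraries. A mean of 2 libraries always meets this last rule when one of them is left out, so the values judged by it show nothing about stability. The settings chosen after the data were seen were protein-coding start sites and those of the local background. The cause of the changes below was not tested, apart from the smaller or larger number of peaks that a setting leaves by construction. No paired analysis was possible because the lines share no library numbers and no test between lines was run.

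With an equal number of 168 peaks per library, the overlap of replicates was 5.36% in HET-1A and 18.5% in KYSE-30, and the highest overlap of KYSE-30 library 4 with another line was 18.5%. Line-specific regions numbered 0 in HET-1A, so that no annotation or motif share could be given for them, and 22 in KYSE-30, and the distal intergenic share was 9.09% in KYSE-150 and 22.7% in KYSE-30. The chromosome 7 window held 8.93% and 9.52% of the peaks of KYSE-30 libraries 4 and 6 and 0% of those of HET-1A library 2 and both KYSE-150 libraries, and the chromosome 19 window held 0% in both KYSE-30 libraries. Of the peaks in the EGFR locus, 7 and 10 were left in KYSE-30 libraries 4 and 6 and 0 in HET-1A library 2. EGFR ncRNA regions with a peak numbered 2 in KYSE-30 library 6 and 0 in HET-1A library 2, and histone genes with a peak numbered 0 in both of these libraries.

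With a peak in either library, line-specific regions numbered 11306 in HET-1A, 382 in KYSE-150 and 7468 in KYSE-30. Their promoter share was 45.8% in HET-1A and 45.1% in KYSE-30, the distal intergenic share 23.8% in KYSE-150 and the intron share 30.0% in KYSE-30. The AP-1 core motif was then present in 23.6% of the HET-1A regions and passed the threshold (Fisher's exact test, p below 1e-300). With an overlap of at least 50% of each peak, the overlap of replicates was 14.3% in HET-1A and 35.9% in KYSE-30, the highest overlap with another line was 21.2% for KYSE-150 library 8 and 34.3% for KYSE-30 library 4, HET-1A had 5 line-specific regions, and the EGFR ncRNA regions with a peak numbered 1 in HET-1A library 2 and 1 in KYSE-30 library 4.

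At a q-value under 0.001, the overlap of KYSE-30 library 4 was 60.5% with its replicate and 53.8% with another line. With a promoter of 1 kb, the promoter share of the HET-1A regions was 6.67%. In 1-Mb windows, the highest share of peaks anywhere along chromosome 7 was 1.43% in KYSE-30 library 4, 0.308% in KYSE-30 library 6, 0.595% and 0.225% in HET-1A libraries 1 and 2, and 0.548% and 1.54% in KYSE-150 libraries 7 and 8. Along chromosome 19 it was 1.79% and 0.569% in HET-1A libraries 1 and 2, 0.366% and 0.772% in KYSE-150 libraries 7 and 8, and 0.319% and 0.171% in KYSE-30 libraries 4 and 6. These highest shares can lie anywhere on the chromosome and rest on few peaks in the short lists. They therefore do not compare the lines in the windows of Figures 2A and S2A. By nearest start site, EGFR had 3, 7 and 10 peaks in HET-1A library 2 and KYSE-30 libraries 4 and 6. With protein-coding start sites only, the promoter share was 0% in KYSE-150 and 46.6% in KYSE-30.

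When each library was left out in turn, the mean number of peaks ranged from 168 to 15979 in HET-1A, 259 to 547 in KYSE-150 and 1255 to 11671 in KYSE-30. Line-specific regions ranged from 15 to 11191 in HET-1A, 12 to 239 in KYSE-150 and 174 to 7051 in KYSE-30. The promoter share ranged from 20.0 to 46.0% in HET-1A and 45.4 to 75.8% in KYSE-30, the distal intergenic share from 24.0 to 50.0% in KYSE-150 and 10.3 to 21.1% in KYSE-30, the intron share from 11.7 to 30.1% in KYSE-30, and the AP-1 share of the HET-1A regions from 6.11 to 23.8%. The AP-1 share of the KYSE-30 regions, counted as unchanged, ranged from 10.7% without KYSE-30 library 6 to 31.4% without library 4, and was 45.5% with an equal number of peaks. The mean share of peaks in the chromosome 7 window of KYSE-30 was 2.31%, 0.480% without library 4 and 4.14% without library 6. Single libraries decide these counts. The number specific to HET-1A was 11191 without HET-1A library 1 and 133 without library 2, that specific to KYSE-30 was 7051 without KYSE-30 library 4, 608 without library 6 and 631 without HET-1A library 2, and that specific to KYSE-150 was 154 without KYSE-150 library 7, 239 without library 8 and 19 without HET-1A library 2. The mean local background ranged from 7.27 to 10.2 in the chromosome 7 window of KYSE-30 and from 14.1 to 22.4 in the chromosome 19 window of HET-1A. No setting gave a peak in HET-1A library 1 or a KYSE-150 library in the EGFR locus. The short lists, from 168 to 1255 peaks in 4 libraries, limit what can be found in both libraries of a line.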

Differences from the paper's values

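The paper's regions come from read counts compared with DiffBind and those here from the presence of called peaks, so the numbers are not on one scale. The paper reports 3445 regions accessible in KYSE-30, 1,921 in HET-1A and 363 in KYSE-150, against 174, 15 and 11 line-specific regions here. With a peak in either library of a line, KYSE-150 had 382, within 1.5 times of the paper's number. None of the alternatives set before the data were examined closed the gap for KYSE-30 or HET-1A, which with a peak in either library had 7468 and 11306. For the paper's 448 regions of subcluster 2, which are less accessible in KYSE-30, 94 regions had a peak in both other lines and none in KYSE-30, and no alternative was run.

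The paper reports 38%, 34% and 51% of the regions of KYSE-30, KYSE-150 and HET-1A as distal intergenic, against 15.5%, 54.5% and 20% here. For KYSE-150, the share was within 1.5 times of the paper's with a peak in either library (23.8%) and with each library left out in turn (24.0 to 50.0%). It was not with a q-value under 0.01 or 0.001, an equal number of peaks, a promoter of 1 kb or the densest windows left out. For KYSE-30 and HET-1A, none of the alternatives set before the data were examined closed the gap. The paper's promoter share for KYSE-30 is 33%, against 62.6% here. It was within 1.5 times with a peak in either library (45.1%), without KYSE-30 library 4 (45.4%) and without KYSE-30 library 6 (47.9%), and with none of the other alternatives set before the data were examined. With protein-coding start sites only, chosen after the values were seen, it was 46.6%.

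The paper counts 31 regions of subcluster 1 near EGFR, against 2 line-specific regions nearest to EGFR here, and no alternative was run for this count. The peaks of a single library nearest to EGFR numbered 7 and 10 in KYSE-30 libraries 4 and 6.

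The paper describes the replicates as highly concordant. By called peaks, the shorter list of a line shared 28.0%, 23.6% and 56.0% of its peaks with its replicate in HET-1A, KYSE-150 and KYSE-30. The paper describes the promoters of histone gene cluster 1 as more accessible in KYSE-150, where 7 and 0 of 62 genes had a peak, against 0 and 21 in HET-1A and 0 and 42 in KYSE-30. The lists differ in length. With 168 peaks per library, KYSE-150 library 7 had 5 such genes and every other library had 0. The cluster held 1.46% and 0.772% of the peaks of KYSE-150 libraries 7 and 8. The values were 0% and 0.344% in HET-1A libraries 1 and 2, and 0.319% and 0.506% in KYSE-30 libraries 4 and 6. Both measures lean the way the paper describes. The first rests on library 7. In the second, the interval of library 8 (0.212 to 2.77%) overlaps those of the other lines. That of library 7 (0.743 to 2.86%) overlaps those of HET-1A library 1 (0 to 2.24%) and KYSE-30 library 4 (0.124 to 0.817%). The paper shows an open region just upstream of the EGFR start site, where no library had a called peak within 3 kb. EGFRnc3, which the paper lists as a region accessible in KYSE-30, had a called peak in 0 of the 6 libraries.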

Other observations

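The expected outcome was written down before the result was seen for how often the peaks around EGFR overlap other lines or hold the AP-1 core motif, and for how often those around ZNF536 lie near start sites. The other tests of these peaks, and the tests of the local background, the numbers of peaks, the labels and Table S2 were chosen after the result was seen.

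In KYSE-30, the raised local background around EGFR formed a contiguous stretch on chromosome 7 from 52000001 to 57000000, with a median relative background of 7.65 in library 4 and 9.64 in library 6. Repeated sequence that collects reads in every library is argued against by the median of 1.00 in HET-1A library 2, over 14 peaks. The called peaks within 5 kb made up a median of 10.8% and 21.7% of the local background in libraries 4 and 6, which argues against the peaks themselves as its source. A candidate explanation is copy number gain of a segment that includes EGFR, under which the peaks 1 to 2 Mb from the gene would be raised on both sides. Over all peaks at this distance, in the stretch or not, the median upstream was 6.44 in library 4 (10 peaks) and 7.21 in library 6 (5 peaks), while downstream it was 2.00 (18 peaks) and 1.88 (5 peaks). The downstream part of the outcome thus failed. A segment that ends within 2 Mb downstream of EGFR and chromatin open over megabases in this line cannot be told apart here, since sequenced genomic DNA was not used.

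For the density of peaks in the same stretch, the outcome written for copy number gain was that the peaks overlap another line and hold the AP-1 core motif less often than elsewhere. The overlap with another line, 11.5% in library 4 and 16.4% in library 6, decides nothing, since a low value follows from a stretch with many peaks in KYSE-30 and few in the other lines, and a true gain of accessible sites gives the same. The motif was not rarer, with 21.3% in library 4 against 12.5% elsewhere (Fisher's exact test, two-sided, p = 0.051) and 37.7% in library 6 against 29.7% (Fisher's exact test, p = 0.21). The motif part of the written outcome thus failed. This does not exclude copy number gain, which can also bring weaker true sites over the threshold of the peak calls. Start sites lay within 3 kb of fewer of these peaks, 29.5% in library 4 against 65.4% elsewhere (Fisher's exact test, p = 3.3e-08) and 39.3% in library 6 against 55.2% (Fisher's exact test, p = 0.014). Extra peaks called because of copy number and a true gain of accessible sites in KYSE-30, as the paper proposes, cannot be told apart here, and both may contribute.

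Around ZNF536 in HET-1A, the 1-Mb windows with a raised background ran on chromosome 19 from 30000001 to 33000000, with TSHZ3 and THEG5 downstream of the gene. The median was 22.4 in library 1, over 3 peaks, and 14.2 in library 2, over 183 peaks. It was 1.391 in KYSE-30 library 6, and 1.51 over its 5 peaks from 1 to 2 Mb downstream of ZNF536, which argues against repeated sequence, and called peaks made up a median of 11.3% of it in library 2, which argues against the peaks themselves. Copy number gain of a segment that includes ZNF536 may explain it. Over all peaks of library 2 from 1 to 2 Mb from the gene, the median was 11.5 downstream (34 peaks) and 1.00 upstream (1 peak). Within 1 Mb it was 13.5 downstream (92 peaks) and 1.97 upstream (5 peaks), so the background was raised downstream of the gene and not upstream of it. A gained segment that starts at or within ZNF536 is not excluded by this. For the density of peaks, 8.20% of the peaks of library 2 in the segment lay within 3 kb of a start site against 53.6% elsewhere (Fisher's exact test, p = 8.2e-39). A segment with few start sites gives a low share too, and their density was not measured, so this does not decide on copy number gain. The peaks of library 2 in the segment also held the motif less often, 6.56% against 25.0% (Fisher's exact test, p = 1.3e-10). That is the direction written for copy number gain around EGFR, where the motif was not rarer. The 3 peaks of library 1 are too few to decide: 0 held the motif and 1 lay near a start site. Broadly open chromatin in HET-1A stays open and untested.

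If gained segments raise read counts in the authors' comparison, genes in them would rank high in Table S2. In subcluster 3, 77.6% of the 192 regions with the largest of the authors' fold changes were assigned to genes in the 20 Mb of raised background in HET-1A, against 44.5% of the other 1729 (Fisher's exact test, p = 8.4e-19), which is consistent with copy number gain of segments in HET-1A contributing to these ranks. In subcluster 4, 55.6% of the 36 top regions lay at genes in the 3 Mb of raised background in KYSE-150, against 29.4% of the rest (Fisher's exact test, p = 0.0023). The segments were found in the same libraries, so this is not independent evidence. A fold change measures accessibility and copy number together, and a difference in chromatin between the lines stays open.

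The number of peaks differed more within lines than depth would give in KYSE-30, where the genome background of library 6, the longer list, was 62.9% of that of library 4. This argues against sequencing depth there. In HET-1A the library with fewer peaks had 56.3% of the background of the other. When pileup and background of the 3994 strongest peaks of library 2 were scaled to the depth of library 1, 100% of them passed the weakest p-value in the list of library 1, which held 0.651% of them. This argues against depth as the whole cause in that line. Filtering after peak calling is argued against as the cause of these differences within HET-1A and KYSE-30, since at most 199 peak numbers were missing from a list. Against the short lists the missing numbers are many, with 159 beside 168 peaks in HET-1A library 1 and 199 beside 259 in KYSE-150 library 8. Whether the short lists are complete stays open. Lower enrichment of reads at the same sites may account for the shorter KYSE-30 list, which held 14.2% of the 2917 strongest peaks of the longer list and 1.54% of its 2917 weakest. In HET-1A these shares were 0.651% and 0.175%, too small to decide on lower enrichment.

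A mislabelled library could also explain how few peaks replicates share. In HET-1A, library 1 had the raised background of its line on chromosome 19, with a median of 22.4, and in KYSE-150, library 8 had a median of 3.96 over 3 peaks on chromosome 9 from 5000001 to 7000000, where library 7 had 5.07. The highest median of another line there was 1.19, which also argues against repeated sequence in that segment. It includes CD274. Both values argue against a wrong label. The genes named in these segments were chosen after their values were seen.

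Further segments were raised in more than one line. On chromosome 11 from 68000001 to 72000000, which includes SHANK2, the median was 6.96 and 15.3 in HET-1A libraries 1 and 2, and 7.36 and 5.82 in KYSE-30 libraries 4 and 6. On chromosome 2 from 133000001 to 134000000, all 6 libraries lay between 1.98 and 9.37. No explanation was tested for these.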
